# Transcriptional Response to Fasting Studied in the Liver of Mice That Express Phosphorylation Resistant Perilipin 5

**DOI:** 10.1210/endocr/bqaf075

**Published:** 2025-04-16

**Authors:** Corinne E Bovee, Ryan P Grandgenett, Michelle B Trevino, Sucharita Dutta, Spencer J Peachee, Shayla Kopriva, Farakh Haider, Siming Liu, Gourav Bhardwaj, Christie Penniman, Brian T O’Neill, Yumi Imai

**Keywords:** lipid droplets, cAMP-dependent kinase, peroxisome proliferator-activated receptor alpha, insulin receptor substrate 2

## Abstract

Perilipin 5 (PLIN5) is a lipid droplet (LD) protein highly expressed in cells that actively oxidize fatty acids. Previous in vitro studies have revealed that PLIN5 phosphorylation (p-PLIN5) at serine 155 by protein kinase A is critical for transcriptional regulation of PPARa target genes by which PLIN5 adapt cells for fatty acid oxidation. We aim to determine the extent of p-PLIN5 in vivo and the consequence of impaired PLIN5 phosphorylation in the liver by using a whole-body knock-in of phosphorylation-resistant PLIN5 (SA/SA) in mice. Plin5 phosphorylation at S155 was increased in the liver LD fraction of fasted mice compared with that of fed mice by mass spectrometry (*P* < .05). Quantitative polymerase chain reaction of key lipid metabolism genes did not differ between wild-type and SA/SA liver upon fasting in both young and old males. Young SA/SA female mice showed a small but significant reduction in the expression of *Ppara* and *Cpt1a* genes in the liver after overnight fasting. Male SA/SA mice had higher fasting blood glucose (*P* < .05) without a difference in body weight, serum insulin, or serum lipids. IRS2 was reduced in the liver of fasted male SA/SA mice (*P* < .05). PLIN5 S155 phosphorylation has a limited impact on the upregulation of hepatic lipid metabolism genes important for fasting response in vivo in females and is largely dispensable in males. Impaired phosphorylation also had little effect on serum lipids or liver triglycerides. However, old SA/SA mice showed decreased IRS2 expression in the liver, which may contribute to glucose intolerance in SA/SA male mice.

The lipid droplet (LD) is an organelle that serves as a hub for intracellular lipid metabolism with its ability to store neutral lipids and release lipids in a temporally and spatially regulated manner (1). Five members of the perilipin family of protein (PLIN1-5) reside on the surface of LDs and confer the regulation on lipid metabolism, each with a unique expression pattern and molecular characteristics (2, 3). PLIN1 is the best studied PLIN whose expression is restricted to adipocytes and adrenocortical cells. PLIN1 allows massive accumulation of triglycerides (TGs) in adipocytes at the basal status. Upon activation of protein kinase A (PKA), such as during fasting, adipocyte PLIN1 facilitates rapid degradation of TGs by lipolysis to release fatty acids (FAs) into circulation for the use in extra adipose tissues (3). PLIN5 is highly expressed in cells and conditions that heavily depend on fatty acid oxidation (FAO) such as brown adipocytes, cardiomyocytes, oxidative skeletal muscle cells, hepatocytes upon fasting, and pancreatic islets upon fasting (4, 5). Studies primarily performed in cell culture models have revealed that PLIN5 has molecular characteristics beneficial for adaptation to high levels of FAO. At the basal status, PLIN5 prevents lipolysis by sequestrating adipose triglyceride lipase (PNPLA2) from its coactivator ABHD5, thus expanding the TG pool (6-8). Upon PKA activation, PLIN5 promotes lipolysis by PNPLA2 in part by increasing the interaction between PLIN5 and PNPLA2 (9-11). Mouse PLIN5 contains 1 PKA consensus sequence (RRXS) at amino acid S155 that is RRWS (12), which is considered to be necessary to upregulate lipolysis under PKA activation (10). In addition, PLIN5 phosphorylation at S155 by PKA triggers nuclear translocation of PLIN5 that is proposed to transport monounsaturated FA to nuclei and to activate peroxisome proliferator– activated receptor-gamma coactivator (PGC1a) through deacetylation catalyzed by Sirtuin 1 (SIRT1), collectively upregulating the expression of PPARa target genes important for FAO, mitochondrial mass/function, autophagy, and inflammation (7, 8, 11, 13, 14). The importance of lipolysis in the regulation of PPARa target genes is also demonstrated in mouse models in which *Pnpla2* downregulation in cardiomyocytes and hepatocytes reduced the expression of PPARa target genes (15, 16). The transcriptional change mediated by lipolysis and PLIN5 is considered to adapt cells to the increased demand of FAO and stress associated with FAO. Thus, PKA responsiveness of PLIN5 appears to be critical for upregulation of lipolysis and the transcriptional regulation in cells under high demand of FAO. However, the impact of PLIN5 phosphorylation in vivo remains less defined since most studies of PLIN5 phosphorylation utilized in vitro models with pharmacological stimulation of PKA (9, 13, 17). Two studies reported phenotypes of mice expressing phosphorylation-resistant PLIN5 in cardiomyocytes and hepatocytes, but both compared wild-type (WT) and phosphorylation-resistant PLIN5 overexpressed under exogenous promoters, and the impact of PLIN5 phosphorylation on hepatic PPARa gene expression was not directly compared between WT and phosphorylation-resistant PLIN5 expressed at physiological levels (8, 11). Here, we address the extent of PLIN5 phosphorylation in vivo and the consequence of impaired phosphorylation using a model in which phosphorylation-resistant PLIN5 was expressed under the endogenous promoter (SA/SA mice). The liver upon fasting was tested as a physiological condition when PPARa activation plays a critical role in switching lipid metabolism to increase FAO (18). Also, PKA-dependent PLIN5 phosphorylation in the liver is expected to increase during fasting due to the rise of cAMP (19, 20). We demonstrated that the total PLIN5 protein level is increased during fasting in the liver with the proportional increase of phosphorylated PLIN5. SA/SA knock-in mice that replaced S155 PLIN5 with alanine showed significant reduction in PLIN5 phosphorylation in the liver upon fasting, supporting that S155 is the major phosphorylation site of PLIN5. However, liver TGs, serum lipids, serum ketone, and the expression of hepatic lipid metabolism genes that are known to be regulated by PPARa during fasting were not altered in male SA/SA mice upon fasting. Female SA/SA mice showed mild reduction in a small fraction of hepatic lipid metabolism genes. As for glucose homeostasis, old male SA/SA mice showed mild glucose intolerance that was associated with reduced expression of IRS2 in the liver.

## Materials and Methods

### Cell Culture

Adenovirus expressing WT mouse PLIN5 (Ad-PLIN5) and PLIN5 in which serine 155 was mutated to alanine (SA) were created by Vector Biolabs (Philadelphia, PA) with confirmation of cDNA sequence. Hepatocytes from C57BL/6J mice were provided by Triangle Research Labs (Charlottesville, VA). Hepatocytes were transduced in suspension with 100 plaque forming units (pfu) per cell of Ad-PLIN5 for 1 hour in serum-free Dulbecco’s modified Eagle’s medium; (DMEM) containing 22.2 mM glucose, plated at 2.5 × 10^5^ cells/well in a 6-well plate, and cultured overnight in the presence of 10% fetal bovine serum DMEM at 37 °C in 5% CO_2_. Then, Ad-PLIN5-transduced hepatocytes were incubated for 24 hours in DMEM containing 9 mM glucose plus 0.5 mM oleic acid conjugated to 1% FA-free albumin to promote LD formation. The next day, cells were incubated in serum-free 9 mM glucose DMEM for 5 hours, treated with and without 20 μM H89 dihydrochloride (Cell Signaling, Beverly, MA) for 30 minutes followed by incubation with 1 mM 8-bromoadenosine 3′,5′-cyclic monophosphate (8-Br-cAMP, Sigma, St Louis, MO) for 15 minutes, washed with cold phosphate-buffered saline, snap frozen by submerging wells in liquid nitrogen, and scraping into cold immunoprecipitation (IP) buffer (249 μM mannitol, 0.5% triton-X, 50 mM Tris HCl pH 7.5 supplemented with protease and phosphatase inhibitor cocktails [Sigma]) for further analysis. AML12 cells (CRL-2254, American Tissue Culture Collection, Manassas, VA) were maintained in DMEM:F12 medium supplemented with 10% fetal bovine serum, 10 μg/mL insulin, 5.5 μg/mL transferrin, 5 ng/mL selenium, and 40 ng/mL dexamethasone. AML12 cells were transduced with Ad-PLIN5 or Ad-SA PLIN5 as in hepatocytes, loaded with 0.2 mM oleic acid starting from the next day, and harvested on the third day as for hepatocytes after 1 hour incubation with or without 8-Br-cAMP.

### Animal Studies

Experiments were approved by and performed in accordance with the Institutional Animal Care and Use Committee guidelines of University of Iowa. This includes monitoring of health of mice, care to minimize pain, and euthanasia in accordance with guideline by American Veterinary Medical Association. Mice were housed 5/cage in 12 hours light–dark cycle at 22 °C, allowed free access to water, and fed regular rodent chow (7319 Teklad global diet) except during fasting experiments. Female leptin mutant *ob/ob* mice and WT mice (BL6J) in C57BL/6J background were obtained from Jackson Laboratory (Bar Harbor, ME). For some experiments, male WT C57BL/6NJ (BL6NJ) mice from Jackson Laboratory were used. The treadmill exercise test was performed as previously described (21). In brief, mice after acclimation were placed on the treadmills at a 10° angle and ran at the starting speed of 4 m/min with 2 m/min increase in the speed every 10 minutes for 70 minutes. After 70 minutes, the speed was increased by 4 m/min every 10 minutes until exhaustion, determined by the mice being unable to leave the treadmill shock grids for 10 consecutive seconds. Shock grids were set to irritate but not harm the mice. Mice in which serine at 155 (AGT) of PLIN5 was replaced with alanine (GCC) by CRISPR-Cas9 gene editing were created at the Genome Editing Core Facility at University of Iowa (SA/SA mice). 

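Plin5 (ENSMUSG00000011305) lies on chromosome 17 of GRCm38 from 56111601 to 56117596 on the reverse strand, in GENCODE release M21. The codon for serine 155 is at 56115193 to 56115195. It is in exon 6 of the 9 exons of transcript ENSMUST00000019808, within the coding sequence, and in exon 5 of the 8 exons of transcript ENSMUST00000113072. Both transcripts encode the same protein length of 463 amino acids. Read in the direction of transcription, the reference sequence around the codon is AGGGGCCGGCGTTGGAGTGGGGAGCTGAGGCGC, in which the codon AGT follows TGG and the encoded peptide is RRWSGEL. No other gene overlaps Plin5 in this annotation.

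**Figure D1:**
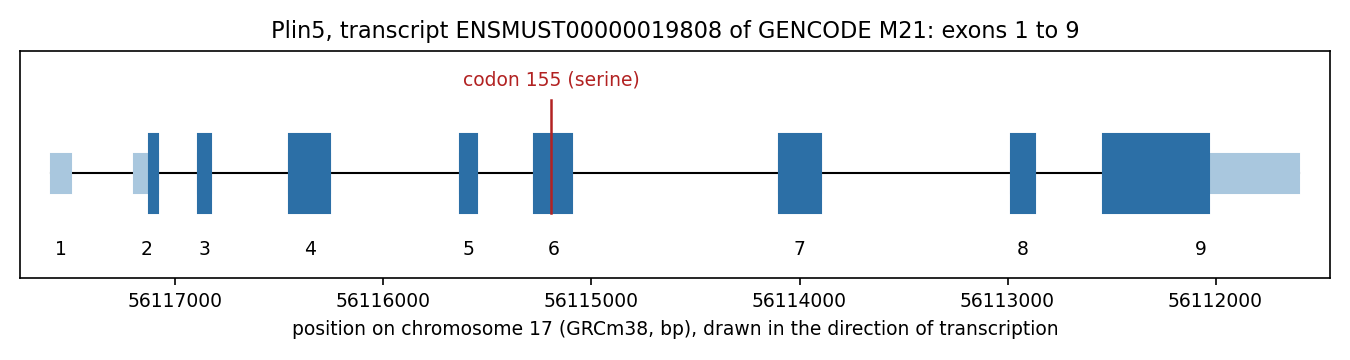
Map of the Plin5 transcript ENSMUST00000019808 on chromosome 17 of GRCm38, with position in base pairs on the horizontal axis. Boxes are exons 1 to 9, with the coding sequence dark and the untranslated regions light, and the red line marks codon 155 in exon 6.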

The correct replacement of the targeted sequence was confirmed by DNA sequencing in a founder mouse. The genotype of subsequent offspring was performed as in the supplemental material (22). The young male mouse group was harvested at 3 to 4 months of age, old male mouse group at 1 year of age, and female mouse group at 4 to 6 months of age. At the time of harvest, the liver and the heart were snap frozen in liquid nitrogen and stored at −80 °C until analyses. A part of the liver was fixed in 10% formalin, embedded in paraffin, and sectioned for hematoxylin and eosin staining.

### Lipid Droplet Semipurification

LDs were semipurified by a single centrifugation protocol published by Harris et al (23) with the following modifications (Fig. 1D): 400 to 600 mg of the left lobe of the liver snap frozen upon harvest was transferred to ice-cold 60% sucrose lysis buffer (23), crushed with a pestle, and incubated on ice for 10 minutes with vortexing every 5 minutes. After adding lysis buffer without sucrose for a final volume of 1 mL, liver samples were incubated on ice for additional 10 minutes with vortexing every 5 minutes. Liver samples were then homogenized with a handheld homogenizer and incubated on ice for 15 minutes with vortexing every 5 minutes; 300 μL of lysis buffer with blue food color dye was layered on top of homogenate and centrifuged at 20 000*g* for 2.5 hours at 4 °C, which enriches LDs in a floating layer on top of the blue dye layer (Fig. 1D2). The LD layer was transferred to a new tube for further analysis.

**Figure 1.**
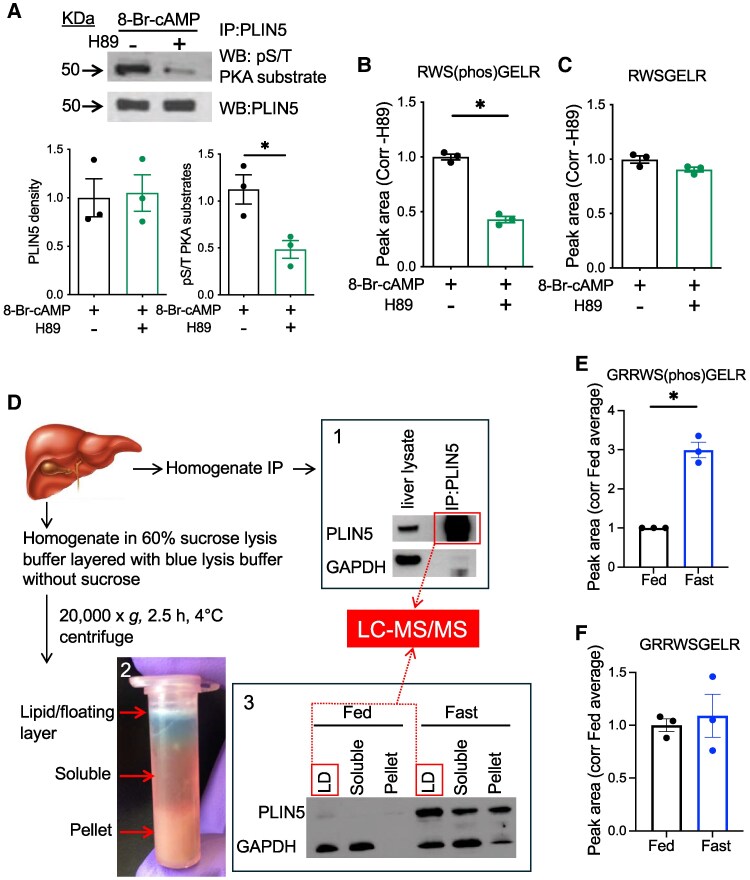
S155 PLIN5 phosphorylation detected by mass spectrometry is increased in the LD fraction of liver from fasted mice. (A) Western blot (WB) of PLIN5 immunoprecipitated (IP) from hepatocyte lysate overexpressing wild type (WT) PLIN5 and treated with 8-Br-cAMP ± H89 was performed for indicated antibodies. Representative images and densitometry data are shown. (B, C) Spectral peak areas of PLIN5 peptides RWS(phos)GELR (B) and RWSGELR (C) were obtained by liquid chromatography tandem mass spectrometry (LC-MS/MS) for tryptic peptides of (A). (D) Schematic diagram of PLIN5 enrichment from WT mouse liver homogenate and LC-MS/MS analysis. 1. WB of PLIN5 and GAPDH comparing whole liver lysate and PLIN5 IP from the fast liver. 2. Photo depicts the separation of lipid/floating layer, soluble layer, and pellet after the single centrifugation step as in “Material and Methods.” 3. WB compared PLIN5 and GAPDH levels in the 3 fractioned layers from the livers of fed and fasted mice. Fractions applied to LC-MS/MS are indicated by boxes. (E, F) Spectral peak areas for PLIN5 peptides GRRW(phos)SGELR (E) and GRRWSGELR (F) obtained from 67 µg of protein from fed and fast liver LD fractions in 3. Data are means ± SEM; n = 3. *P < .05 by the Student t test.

### Immunoprecipitation and Western Blotting

For IP, tissues and cells were lysed in IP buffer. Protein concentrations were measured with Bio-Rad DC Protein Assay (Bio-Rad, Hercules, CA). PLIN5 IP used guinea pig anti-PLIN5 antibody (AB_2909602, Progen Biotechnik, Heidelberg, Germany) and Pierce's Classic Immunoprecipitation Kit (Thermo Scientific, Waltham, MA) according to the manufacturer's instructions. Western blots were performed using 20 to 40 μg/lane of protein and detected by chemiluminescence or Odyssey CLx imaging system (Licor, Lincoln, NE). Densitometric analyses were performed with Image J. Antibodies and dilution used are in Table S1 (24). For PLIN5 in-gel digestion, 67 μg of protein from LD fraction was run on a Bis-Tris gel. For separation of p-PLIN5, SuperSep Phos-tag (50 µmol/L) 12.5% precast gel (Wako Chemical, Richmond, VA) was used. A 12- to 15-μg bolus of liver lysate per lane was run on the gel and the gel was washed prior to transfer following manufacturer's instructions. Proteins were transferred onto a nitrocellulose membrane and blocked in phosphate-buffered saline containing 0.1% Tween 20 and 3% bovine serum albumin prior to antibody treatment.

### PLIN5 In-Gel Reduction, Alkylation, Denaturation and Trypsin Digestion

The gel stained with Page Blue was destained and sequentially washed with buffers containing 50 mM ammonium bicarbonate, 50% acetonitrile, and 80% acetonitrile. The bound proteins were reduced with 1 mL of 40 mM dithiothreitol for 25 minutes at 56 °C. The gels were rinsed with 1 mL of 50 mM ammonium bicarbonate buffer and the reduced proteins were alkylated with 1 mL of 50 mM iodoacetamide for 30 minutes at 25 °C in the dark with constant mixing. The iodoacetamide was discarded and the gel-bound proteins were digested with 0.5 mL of 20 ng/µL trypsin (Promega, Madison, WI) in 50 mM ammonium bicarbonate buffer at 37 °C with constant mixing for 12 hours. After digestion, the tryptic fraction released into 50 mM ammonium bicarbonate buffer was collected, and the gels were washed with 50 mM ammonium bicarbonate to collect any remaining tryptic peptides. The ammonium bicarbonate buffer containing the tryptic peptides was dried using a Speed-Vac apparatus and stored at 4 °C prior to mass spectrometric analysis.

The dried samples were dissolved with 20 µL of 0.1% formic acid in water. A 2-µL bolus of each sample was analyzed by liquid chromatography tandem mass spectrometry (LC-MS/MS) using a Q-Exactive mass spectrometer (Thermo Fisher) with an Easy NanoLC-1000 system as in the supplemental material (22).

### Colorimetric Assays

Saphenous blood or cardiac blood collected at harvest was centrifuged at 2000*g* for 10 minutes at room temperature to obtain serum. TGs (TR22421 from ThermoFisher), β-hydroxybutyrate (Stanbio, Boerne, TX), nonesterified FAs (Wako Chemicals), and mouse insulin (AB_3065112, Alpco, Salem, NH) were measured according to manufacturer's protocols. Liver TG was measured using an aforementioned TG colorimetric assay after Folch extraction and values were corrected for protein contents (25).

### mRNA and Quantitative Polymerase Chain Reaction

Total RNA from liver tissues (50-100 mg) was prepared using Qiagen RNeasy kit (Qiagen, Valencia, CA) according to the manufacturer's protocol and cDNA was synthesized as published (26). Gene expression was assessed as previously described (26) using ABI TaqMan commercial primers (Applied Biosystems). Results were expressed using mouse PPIB as a reference gene.

### Bulk RNA-sequence of the Liver

RNA was extracted from the liver using TRIzol Reagent (Invitrogen, Carlsbad, CA) followed by RNA Clean & Concentrator-5 (Zymo Research, Irvine, CA) kit with DNase I treatment according to manufacturer instructions. An RNA integrity number (RIN) was measured by RNA ScreenTape (Agilent Technologies, Santa Clara, CA), and RNA with RIN above 7.2 was used. Gene expression profiling by bulk RNA-seq was performed by the University of Iowa Genomics Division as in the supplemental material (22). The raw FASTQ files and associated metadata have been made available for download at GEO accession GSE275608.

### Glucose Homeostasis

A glucose tolerance test (GTT) was done after overnight fasting by loading 1 mg/g BW glucose intraperitoneally and tail blood glucose was measured at indicated time using a handheld glucometer. An insulin tolerance test (ITT) was performed after 6 hours of fasting using 0.75 mU/g bodyweight regular insulin intraperitoneally and glucose was measured as in a GTT.

### Statistical Analysis

Data are presented as mean ± standard error of mean (SEM) unless otherwise stated in the figure legends. Differences of numeric parameters between 2 groups were assessed with Student t-tests. Welch correction was applied when variances between 2 groups were significantly different by F test using Prism 10 (GraphPad, La Jolla, CA). Multiple group comparisons used 1-way analysis of variance (ANOVA) with post hoc test as indicated. When 2 categorical variants exist, 2-way a ANOVA test with post hoc test was performed. *P* < .05 was considered statistically significant.

## Results

### Fasting Increases PLIN5 Phosphorylated at S155 in the Mouse Liver

While S155 has been shown to be phosphorylated in a PKA-dependent manner in vitro, phosphorylation of PLIN5 at S155 in response to physiological stimuli has not been shown in the liver (11, 13). To establish a protocol to detect S155 PLIN5 by LC-MS/MS, primary hepatocytes overexpressing PLIN5 were treated acutely with a cAMP analog, 8-Br-cAMP in the presence or absence of a PKA inhibitor H89. PLIN5 was enriched by IP and analyzed by Western blot (Fig. 1A) and LC-MS/MS (Fig. 1B and 1C) in parallel. In Western blot, H89 markedly reduced the phospho-PKA substrate signal of PLIN5 IP in support of PKA dependency of PLIN5 phosphorylation (Fig. 1A). LC-MS/MS of these IP samples yielded RWS(phos)GELR as a dominant tryptic peptide containing S155 of PLIN5 in primary hepatocytes (Fig. 1B; Fig. S1A) (27). While abundance of RWSGELR peptide was similar in both groups, RWS(phos)GELR peptide was reduced in H89-treated hepatocytes showing good agreement with Western blot (Fig. 1B-1C). We then analyzed PLIN5 enriched by IP of the liver lysate from male WT BL/6NJ mice fasted overnight by LC-MS/MS (Fig. 1D1). Fasting caused 11% weight loss, 51% reduction of blood glucose, 701% increase of serum beta-hydroxybutyrate, and 225% increase of PLIN5 protein by Western blot of liver lysate, as expected (Fig. S1B-E) (4, 27). Tryptic peptides of PLIN5 IP samples from the fasted mouse liver analyzed by LC-MS/MS showed that GRRWS(phos)GELR is the major peptide that includes S155 in the liver. Then, we moved to the quantitative comparison of GRRWS(phos)GELR peptide in the fasted and fed liver. We chose to utilize a LD fraction semipurified from liver homogenate due to a significant difference in total PLIN5 protein levels that may not allow the proportional recovery of PLIN5 after IP (Fig. 1D2). PLIN5 was primarily detected in the LD fraction in both fed and fasted liver and was much more abundant in the fasted liver (Fig. 1D3). When an equal amount of protein was loaded, the area of the spectral peak for GRRWS(phos)GELR peptide in the LD fraction was significantly increased in the fast liver compared with fed liver (Fig. 1E), while that for GRRWSGELR did not differ (Fig. 1F). Thus, LC-MS/MS indicated that fasting increases phosphorylation of PLIN5 at S155 in the liver LD fraction of fasted mice.

### Phos-tag Gel Allows Quick Separation of Nonphosphorylated and Phosphorylated PLIN5

While mass spectrometry provides measurement of p-PLIN5 specifically at S155, it is time and resource consuming. Phos-tag gel contains the Phos-tag molecule that specifically binds to phosphorylated proteins and slows their migration during sodium dodecyl sulfate polyacrylamide gel electrophoresis (28). We tested whether Phos-tag gel can be utilized to differentiate nonphosphorylated from phosphorylated forms of S155 PLIN5. First, AML12 cells expressing WT and SA PLIN5 were stimulated by 8-Br-cAMP, and cell lysates were run on Phos-tag gel. As shown in Fig. 2A, WT PLIN5 showed predominance in the top band at baseline with disappearance of the bottom band in the presence of 8-Br-cAMP. In contrast, SA PLIN5 showed predominance of the bottom band at baseline that did not change in the presence of 8-Br-cAMP. Moreover, Phos-tag gel showed a stepwise reduction of p-PLIN5 in the liver lysate from PLIN5^SA/+^ (SA het) and PLIN5^SA/SA^ knock-in (SA/SA) male mice fasted overnight compared with PLIN5^+/+^ (WT) mice, confirming that S155 is the major phosphorylation site of PLIN5 in the liver PLIN5 in vivo (Fig. 2B). Thus, Phos-tag gel can detect changes in PLIN5 phosphorylation at S155 both in cell culture and mouse models (Fig. 2A and 2B).

**Figure 2.**
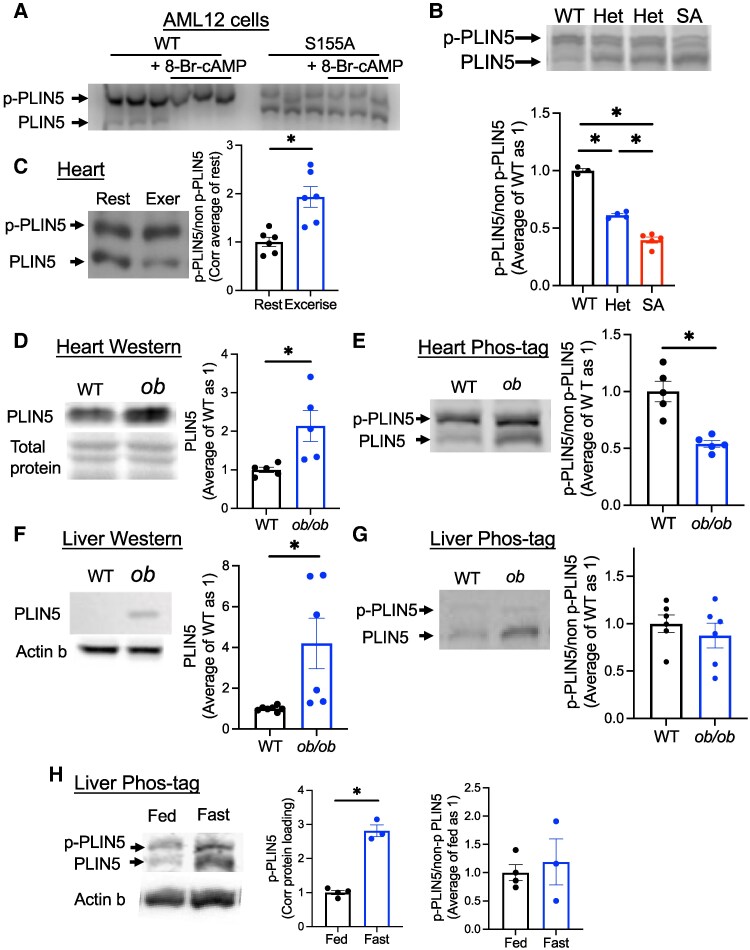
Phos-tag gel allows the detection of p-PLIN5. (A) Cell lysate from AML12 cell overexpressing wild type (WT) or S155A PLIN5 and treated with or without 8-Br-cAMP was run on Phos-tag gel and immunoblotted by anti-PLIN5 antibody. Representative image of 3 experiments. (B) Phos-tag gel of the liver from fasted 1-year-old male WT, SA het (het) and SA/SA (SA) mice assessed the ratio of phosphorylated (p-PLIN5) and nonphosphorylated (non-p-PLIN5). n = 3-5. (C) Phos-tag gel assessed p-PLIN5 and non-p-PLIN5 in the heart of WT mice with (Exer) and without (Rest) treadmill exercise. n = 6. (D-G) The heart (D, E) and the liver (F, G) lysates from female WT and *ob/ob* mice were analyzed for PLIN5 by regular Western blot (D, F) and Phos-tag gel (E, G), n = 5-7. Western blot of PLIN5 was normalized by total protein staining for the heart (D) and actin b for the liver (F). (H) Phos-tag gel assessed the abundance of p-PLIN5 and non-p-PLIN5 in the total liver lysate of fed or overnight fasted male mice. n = 3-4. (B-H) Representative gels and densitometry data are shown. Data are mean ± SEM. (B) *P < .05 by 1-way ANOVA with the Sidak multiple comparison test. (C-H) *P < .05 by the Student t test.

### Phos-tag Gel Detects the Change in PLIN5 Phosphorylation In Vivo in the Liver and the Heart

We then asked whether the proportion of p-PLIN5 can be altered in conditions that increase FAO or PLIN5 expression in vivo. During exercise, the heart activates sympathetic tone that increases intracellular cAMP and FAO (29). The heart harvested from WT mice run on a treadmill (run distance 1149 ± 100 m, mean ± SEM, n = 6) showed an increased proportion of p-PLIN5 (Fig. 2C). The validity of the exercise was supported by the increase in blood lactate levels (Fig. S2A) (27). Next, we tested whether the proportion of p-PLIN5 is altered when obesity increases PLIN5 protein in the liver and heart (Fig. 2D-2G) using *ob/ob* mice (body weight and blood glucose in Fig. S2B, C, (27)). Western blot showed the increase of PLIN5 in both the liver and the heart of *ob/ob* mice compared with WT mice (Fig. 2D and 2F). The proportion of p-PLIN5 was reduced in the heart but not altered in the liver of *ob/ob* mice compared with WT mice (Fig. 2E and 2G). During fasting, FA released by adipose lipolysis is distributed to the liver and the heart for energy use. In the liver from fasted WT mice, p-PLIN5 corrected for protein was increased in Phos-tag gel (Fig. 2H). However, there was no statistically significant change in the proportion of p-PLIN5, as nonphosphorylated PLIN5 in total liver lysate was also increased upon fasting (Fig. 2H). Combined with LC-MS/MS data (Fig. 1E and 1F), p-PLIN5 is increased during fasting, especially in LDs in the liver, but this may be proportional to the increase in total PLIN5 content in the liver based on Fig. 2H. Fasting did not increase the proportion of p-PLIN5 in the heart of WT mice either (Fig. S2 (27)). Collectively, Phos-tag gel revealed that the extent of p-PLIN5 varies depending on tissues and context, with more dynamic changes in the heart than in the liver.

### Parameters of Lipid Metabolism and the Expression of Hepatic PPARa Target Genes Important for Fasting Response Showed Limited Changes in WT and SA/SA Mice

One proposed consequence of p-PLIN5 is upregulation of PPARa target genes by increasing lipolysis and activating Sirt1/PGC1a pathway (13, 14). PPARa is the master transcriptional regulator mediating dramatic changes in the expression of lipid metabolism genes during fasting in the liver (18). Previously, a subset of the PPARa target lipid metabolism gene was shown to be transcriptionally regulated by lipolysis and/or PLIN5 phosphorylation in cultured cells (13, 14). Thus, we used SA/SA mice to assess whether S155 PLIN5 phosphorylation is necessary for expression of PPARa target genes during fasting in the liver. Body weight, serum TGs, serum nonesterified FAs (NEFAs), and serum b-hydroxybutyrate did not differ between WT, het, and SA/SA knock-in mice after fasting in 1-year-old male mice (Fig. 3A-3D) or 4-month-old female mice (Fig. S3A-D (27)). Liver TG contents were not altered in 1-year-old male mice (old male group) or female mice after fasting (Fig. 3E; Fig. S3E (27)). Then, we first chose *Pgc1a*, *Ppara*, *Cpt1a*, *Acot1*, and *Plin5* as lipid metabolism genes of interest as their expression was previously shown to be regulated by p-PLIN5 (13, 14). While the expression of *Ppara* can be regulated by glucocorticoid and *Cpt1a* by CREB3L3 during fasting in the liver (18), *Acot1* and *Plin5* are regulated by PPARa (30, 31). The expression of *Ppara*, *Cpt1a*, *Acot1*, and *Plin5* was markedly upregulated after overnight fasting in the liver of male WT mice, as expected (Fig. 3F). Surprisingly, there was little difference in the expression of these genes between WT and SA mouse liver after fasting in the old male group (Fig. 3G). The liver of 3- to 4-month-old male mice (young male group) after fasting did not show a difference in *Ppara*, *Cpt1a*, *Acot1*, and *Plin5* expression between WT and SA/SA either (Fig. 3H). Although *Pgc1a* appears to be expressed less in SA/SA liver of young male mice, there was not statistical significance compared with WT (Fig. 3H). Body weight and liver weight did not differ between WT and SA/SA for young male mice (Fig. S3F, G (27)). Hematoxylin and eosin staining showed steatosis typical of fasting in the liver of young male mice while the formation of larger LDs was prominent in the liver of 1-year-old male mice. However, there was not a clear difference between liver histology of WT and SA/SA mice (Fig. 3I).

**Figure 3.**
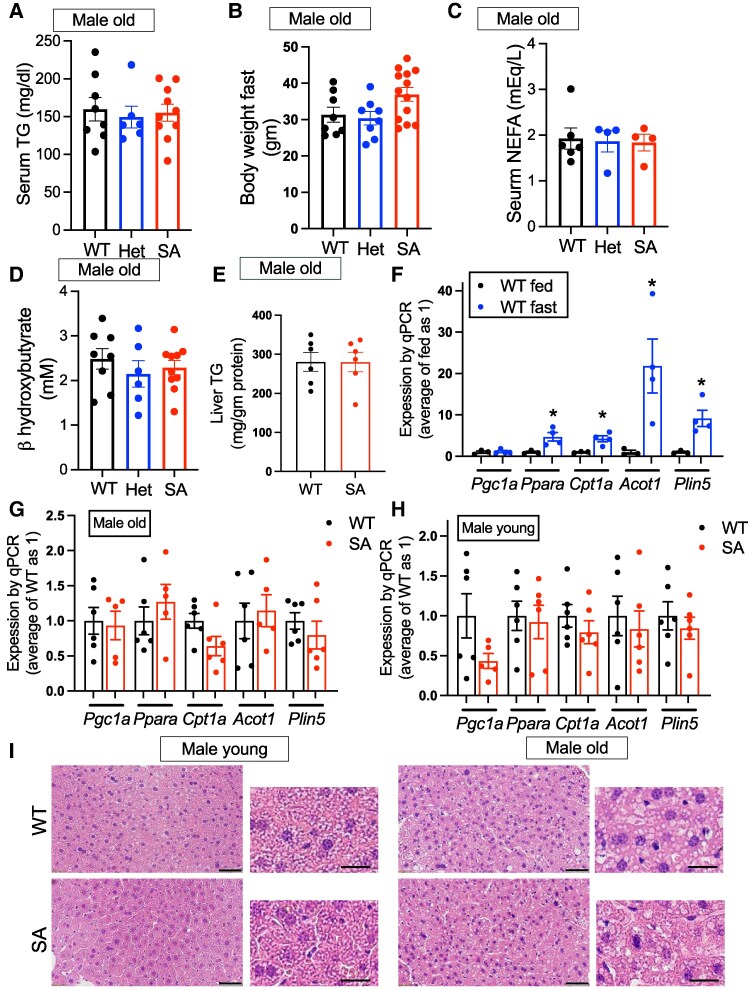
Serum chemistry and hepatic lipid metabolism gene expression in fasted PLIN5 SA/SA male mice. (A) Body weight, (B) serum TG, (C) serum nonesterified fatty acids (NEFAs), and (D) serum β-hydroxybutyrate of 1-year-old male mice (male old) after overnight fasting. Each dot represents 1 mouse. n = 6-8 (WT), 4-8 (het), and 4-13 (SA). (E) TG contents in the liver corrected for liver protein (n = 6). (F-H) qPCR compared the expression of genes in lipid metabolism in the liver of (E) WT mice fasted overnight (n = 3) vs fed ad libitum (n = 4), (F) 1-year-old WT (n = 6) vs SA mice fasted overnight (n = 5-6), and (H) 3-month-old WT (n = 6) vs SA male mice (male young) fasted overnight (n = 5-6). (I) Representative hematoxylin and eosin staining of the liver after overnight fast for old and young WT and SA male mice. Low magnification on the left (scale bar, 50 μm) and high magnification on the right (scale bar, 20 μm). Data are mean ± SEM. *P < .05 by the Student t test.

As fasting response is reported to be more pronounced in females (32), we next tested whether 4-month-old SA/SA female mice show a difference in hepatic lipid metabolism gene expression upon fasting compared with WT mice. In this cohort, we included ad libitum fed mice of both genotypes. There was expected reduction in weight and glucose after an overnight fast to a similar extent in both WT and SA/SA female mice (Figs. 4A and 4B). For the 5 lipid metabolism genes tested in male mice, a small decrease of fasting response in SA/SA liver was implicated in 4 genes in post hoc tests of 2-way ANOVA (Fig. 4C-4F). When fasting increased expression of all 5 genes in WT liver, *Pgc1a*, *Ppara*, and *Acot1* did not reach statistical significance between fed and fasted liver in SA/SA. *Ppara* and *Cpt1a* expression were lower in SA liver than in WT liver upon fasting. Additionally, 2 other genes known to be upregulated upon fasting (*Plin2* and *Pnpal2*) showed a difference between WT and SA/SA (Fig. 4G and 4H). However, we did not see the effect of SA mutation for other lipid metabolism genes reported to be regulated by PLIN5 in other tissues and cultured cells. The expression of *Lipe* and *G0s2* was reduced in the heart of mice overexpressing SA PLIN5 compared with mice without overexpression (8). *Acsl1* is a PPARa target gene whose expression is reduced in the liver treated with PLIN5 antisense oligonucleotide (14). These 3 genes were similarly upregulated by fasting in the liver of WT and SA female mice (Fig. 4I-4K). *Lipe*, *G0s2*, and *Acsl1* were not differentially expressed in the liver of fasted old or young SA/SA mice either (Fig. S3H, I (27)).

**Figure 4.**
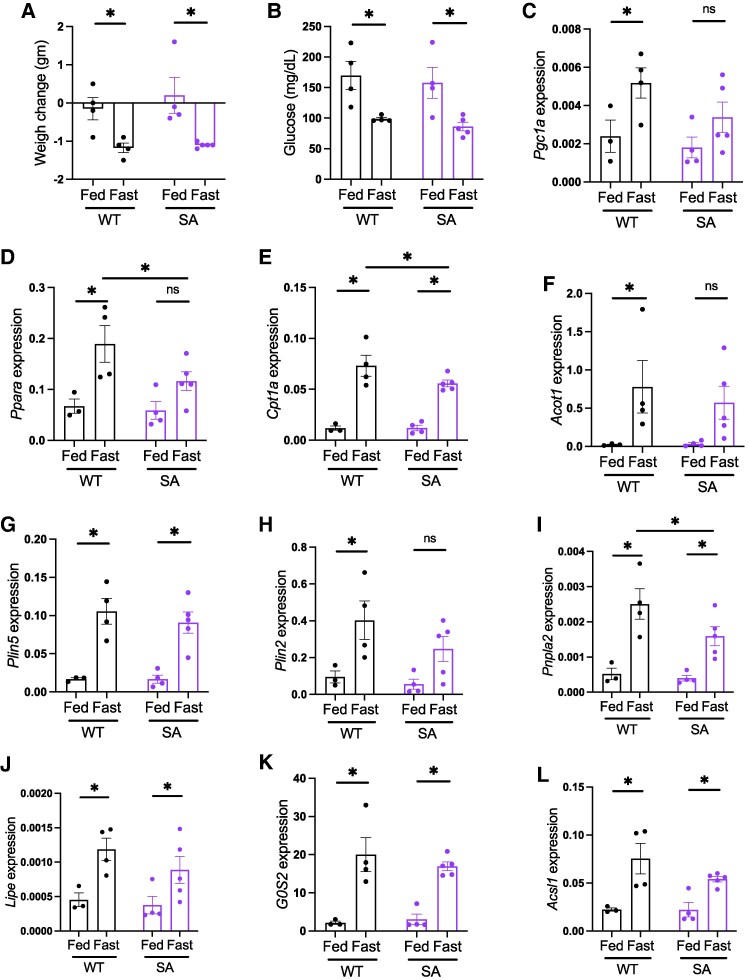
Hepatic lipid metabolism gene expression in young fed and fasted PLIN5 SA/SA female mice. Four-month-old female WT and SA mice were either fed ad libitum or fasted overnight. (A) Change in body weight and (B) blood glucose after overnight. (C-L) qPCR compared the expression of genes in lipid metabolism in the liver. Expression levels of target genes were corrected by *Ppib* expression. Each dot represents 1 mouse. Data are mean ± SEM. *P < .05, ns; not significant by the uncorrected Fisher LSD test of 2-way ANOVA.

Overall, parameters of lipid metabolism including blood chemistry and liver TG levels showed little changes in SA/SA mice after fasting regardless of age and genders. There was subtle reduction in a part of lipid metabolic genes only in the liver of female mice upon fasting. However, a 2-way ANOVA test showed that an effect of genotype is negligible compared with the effect of fasting in these genes in female mouse liver (Fig. S3J (27)).

### RNA Sequencing of Female SA/SA Liver Showed Limited Number of Differentially Expressed Genes

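The RNA sequencing data come from the liver of 4 WT and 4 SA/SA female mice that were 4 months old and had been fasted overnight, with 1 library per mouse. The libraries were stranded mRNA libraries read as 100 bp pairs. The authors deposited estimated counts per gene from salmon, a program that assigns reads to annotated transcripts. They had scaled these estimated counts to take out differences in average transcript length between samples, without normalizing for library size. The table lists 45706 genes by Ensembl identifier and names no genome build or annotation release. Of these identifiers, 45143 are in GENCODE release M21 of build GRCm38, from which gene coordinates are given. The total count ranged from 45359070 to 54540864 in WT mice, with a median of 49868568, and from 39709785 to 52309067 in SA/SA mice, with a median of 50416630. The 50 most abundant genes took between 33.7% and 36.0% of the counts of a library.

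The estimated counts were rounded to whole numbers, and the 14629 genes kept by edgeR's filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Expression is given as CPM, the count scaled to library size after TMM normalization. Of the alternatives tried, DESeq2 in place of edgeR changed the number of genes called, and 3 other filters on low counts did not. The labels of the mice carry animal numbers, which form a low series (under 200, replicates 1 and 4 of each genotype) and a high series (over 800, replicates 2 and 3 of each genotype). Differences within each series of 2 WT and 2 SA/SA mice are therefore given beside the pooled ones, without a test.

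Plin5, the edited gene, was at 206 ± 32.3 CPM in WT mice (SD, n = 4) and 328 ± 118 CPM in SA/SA mice (SD, n = 4). Its log2 fold change was 0.67 (standard error 0.24, adjusted p = 0.993). The mice overlapped, with WT mice between 183 and 254 CPM and SA/SA mice between 192 and 457 CPM (two-sided exact permutation test, p = 0.114). The difference in mean log2 CPM was 0.92 in the low series and 0.29 in the high series. These counts do not tell the edited codon from the reference codon.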

We next performed RNA sequencing to identify genes differentially regulated by the loss of S155 phosphorylation in an unbiased manner using the liver of female WT and SA mice after overnight fasting. RNA sequencing revealed a very small number of genes that are differentially expressed (Fig. 5A; Table S2 (33)), with the notable reduction of *Irs1* in female SA liver upon fasting*. 

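No gene passed an adjusted p of 0.05 or 0.1 in edgeR's quasi-likelihood test, with 0 genes at each threshold and a smallest adjusted p of 0.758. At an unadjusted p under 0.05 there were 497 genes, 208 higher and 289 lower in SA/SA mice, where 731 of the 14629 genes would be reached by chance. The number of genes whose WT and SA/SA mice did not overlap was 337, or 2.30% of the genes tested, where chance gives 2.86%. The tool moved this result most. DESeq2 in place of edgeR called 7 genes at an adjusted p under 0.05 and 9 genes under 0.1. In counts simulated from these libraries, the same edgeR test called 8 of 50 genes changed 1.5-fold, 26 of 50 genes changed 2-fold and 48 of 50 genes changed 4-fold.

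Irs1 (ENSMUSG00000055980) lies on chromosome 1 of GRCm38 from 82233101 to 82291416 on the reverse strand. The gene Gm9747 is annotated within this span on the opposite strand, and whether the counting used strand is not stated in the paper's text. Irs1 was at 36.1 ± 6.96 CPM in WT mice (SD, n = 4) and 22.3 ± 2.26 CPM in SA/SA mice (SD, n = 4), a log2 fold change of -0.69 (standard error 0.14, adjusted p = 0.993). It ranked 9 by p among the genes tested. Every SA/SA mouse, from 19.5 to 24.5 CPM, was below every WT mouse, from 29.4 to 45.5 CPM (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The difference in mean log2 CPM was -0.76 in the low series and -0.60 in the high series. With each mouse left out in turn, the log2 fold change of Irs1 stayed between -0.78 and -0.56. The adjusted p of Irs1 was 0.0870 with DESeq2 and at least 0.798 in the alternatives run with edgeR and limma-voom. From its list of genes, the paper states that the number of differentially expressed genes was very small and that Irs1 was reduced.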

Ppara* and *Cpt1a* that showed mild reduction in qPCR of female SA liver were not identified as differentially regulated genes in RNA sequencing, likely due to the smaller number of the sample size. 

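Ppara (ENSMUSG00000022383), on chromosome 15 of GRCm38 from 85734983 to 85802819, was at 96.3 ± 13.2 CPM in WT mice (SD, n = 4) and 93.3 ± 5.48 CPM in SA/SA mice (SD, n = 4). Its log2 fold change was -0.046 (standard error 0.11, adjusted p = 0.996 from edgeR's quasi-likelihood test). Without WT replicate 1, the value was 0.050. Cpt1a (ENSMUSG00000024900), on chromosome 19 from 3322334 to 3385733, was at 888 ± 138 CPM in WT mice (SD, n = 4) and 910.0 ± 41.5 CPM in SA/SA mice (SD, n = 4). The log2 fold change of Cpt1a was 0.036 (standard error 0.12, adjusted p = 0.996), and it was -0.049 without WT replicate 3. For both genes the change was smaller than its standard error.

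Of the 10 lipid metabolism genes that the paper measured by qPCR in female liver, all were tested here. None passed an adjusted p of 0.05 over all genes, and 0 of 10 passed when adjusted over the list alone, where the smallest adjusted p was 0.193 for Plin5. This count depended on 1 mouse: without SA/SA replicate 3, Plin5 passed over the list alone (log2 fold change 0.86, adjusted p = 0.0113). In the other alternatives 0 of 10 passed, with an adjusted p of at least 0.0592 for Plin5. At an unadjusted p under 0.05 there was 1 gene, Plin5. The log2 fold changes of the other 9 genes ran from -0.11 for Acsl1 to 0.35 for Ppargc1a. Without SA/SA replicate 4, which was at 29.5 CPM where the 3 other SA/SA mice were between 6.08 and 8.21 CPM, the log2 fold change of Ppargc1a was -0.51. Acot1 differed by 1.08 in mean log2 CPM in the low series and by -1.31 in the high series. In the low series, Acot1 was at 189 CPM in WT replicate 1 and 480 CPM in WT replicate 4, against 579 and 701 CPM in SA/SA replicates 1 and 4. Without WT replicate 1, the log2 fold change of Acot1 was -0.17. The differences in the low and high series were 0.47 and -0.50 for Plin2 and 0.25 and -0.59 for Acsl1. Ppara differed by -0.20 and 0.12, and Cpt1a by -0.14 and 0.23. The differences were 0.052 and 0.14 for Ppargc1a, 0.20 and 0.11 for Pnpla2, 0.062 and 0.16 for Lipe and 0.26 and 0.32 for G0s2. With any 1 mouse left out, the log2 fold change of G0s2 ran from 0.063 (without WT replicate 3) to 0.41 (without WT replicate 2). That of Pnpla2 ran from 0.081 (without SA/SA replicate 1) to 0.23 (without SA/SA replicate 3). That of Lipe ran from 0.080 (without WT replicate 4) to 0.17 (without SA/SA replicate 4). With 1 SA/SA mouse left out, the log2 fold change ran from -0.32 (without replicate 4) to 0.32 (without replicate 3) for Acot1, from -0.16 (without replicate 1) to 0.25 (without replicate 3) for Plin2 and from -0.30 (without replicate 4) to 0.075 (without replicate 3) for Acsl1.

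**Figure D2:**
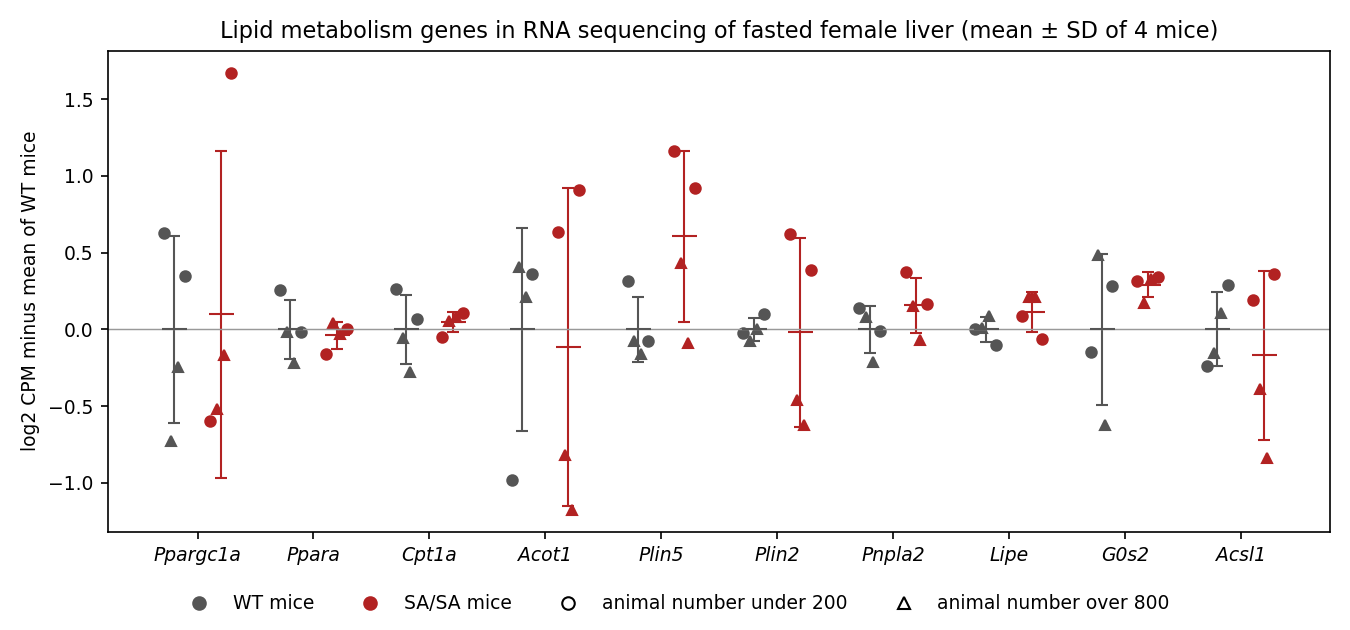
Expression of 10 lipid metabolism genes in each mouse, as log2 CPM minus the mean of the 4 WT mice on the vertical axis, with mean ± SD per genotype. Circles are mice with animal numbers under 200 and triangles mice with numbers over 800; the SA/SA circles lie above the SA/SA triangles for Acot1, Plin5, Plin2 and Acsl1.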

The reduction of *Irs1* was confirmed by qPCR in female SA/SA liver but not seen in young or old male SA/SA liver (Fig. 5B-5D). Instead, *Irs2* was reduced in old SA/SA male liver but not in young male or female SA/SA liver by qPCR (Fig. 5B-5D). In the liver of WT male mice, both *Irs1* and *Irs2* were highly upregulated by fasting (Fig. 5E). Western blot confirmed IRS2 is reduced in old SA/SA male liver (Fig. 5F). However, the reduction of IRS1 was not demonstrated in SA female liver (Fig. S3K) (27). With changes in the expression of *Irs*, we compared glucose tolerance between WT and SA/SA mice. There was not a significant difference in glucose tolerance between young WT, SA het, and SA/SA male or female mice (Fig. S4A, B (27)). However, 1-year-old SA/SA male mice were mildly glucose intolerant and hyperglycemic after overnight fasting (Fig. 6A-6C). Insulin tolerance did not detect a clear difference between WT and SA male mice either at young or old age (Fig. 6D; Fig. S4C (27)). While some male mice in the SA group showed elevated fasting serum insulin, the values were not statistically significant between the 3 groups of mice (Fig. 6E). There was no significant difference in fasting glucose or serum insulin levels in female mice (Fig. S4D, E (27)). With the increase in fasting blood glucose in 1-year-old male SA/SA mice, we tested the expression of *Pck1* and *G6PC*, genes that regulates gluconeogenesis and are upregulated in WT liver after fasting (Fig. 6F). *G6PC* showed a trend of reduction in male SA/SA liver (Fig. 6G), but no changes were seen in young male and female SA/SA liver (Fig. S4F, G (27)).

**Figure 5.**
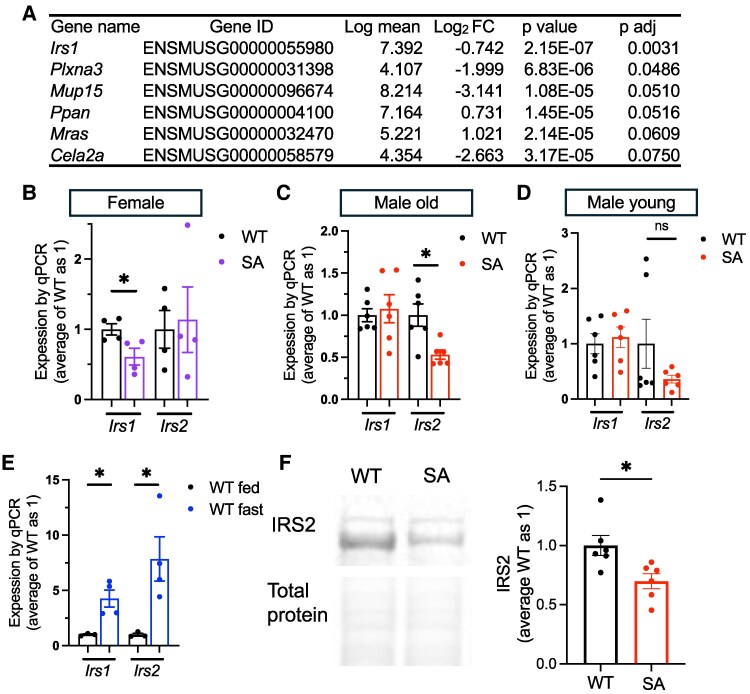
RNA sequencing of SA/SA liver identified differential expression of *Irs1* and *Irs2* in the liver. (A) The list of genes differentially expressed in the liver of female SA/SA (SA) mice compared with WT mice in RNA sequencing. FC, fold change. (B-D) qPCR compared the expression of *Irs1* and *Irs2* in the liver of (B) overnight fasted WT and SA female mice, n = 4, (C) overnight fasted 1-year-old WT and SA male mice, n = 6, (D) overnight fasted 3-month-old WT and SA male mice, n = 6, and (E) overnight fasted and ad libitum fed WT male mice, n = 3-4. (F) Western blot compared IRS2 and total protein levels in the livers of fasted WT and SA male mice. n = 6. Data are mean ± SEM. *P < .05, ns; not significant by the Student t test.

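Irs2 (ENSMUSG00000038894), on chromosome 8 of GRCm38 from 10984681 to 11008458 on the reverse strand, was at 16.0 ± 12.1 CPM in the female WT mice (SD, n = 4) and 10.0 ± 3.77 CPM in the female SA/SA mice (SD, n = 4). The gene 9530052E02Rik is annotated on the opposite strand within this span. The log2 fold change of Irs2 was -0.68 (standard error 0.45, adjusted p = 0.993 from edgeR's quasi-likelihood test), and the mice of both genotypes overlapped (two-sided exact permutation test, p = 0.429). WT replicate 4 was at 34.1 CPM and the 3 other WT mice were between 8.42 and 11.3 CPM. Without WT replicate 4, the log2 fold change of Irs2 was 0.00087. The difference in mean log2 CPM was -1.46 in the low series and 0.44 in the high series.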

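Of the 6 genes in Fig. 5A, Plxna3 and Mup15 had values that did not overlap between genotypes, as Irs1 did. Plxna3 (ENSMUSG00000031398), on chromosome X of GRCm38 from 74329066 to 74344689, was at 1.72 ± 0.558 CPM in WT mice (SD, n = 4) and 0.447 ± 0.0359 CPM in SA/SA mice (SD, n = 4). These values rest on 52 to 113 counts per WT mouse and 17 to 24 counts per SA/SA mouse. The log2 fold change of Plxna3 was -1.94 (standard error 0.32, adjusted p = 0.758 from edgeR's quasi-likelihood test). Mup15 (ENSMUSG00000096674), on chromosome 4 from 61435790 to 61439743, is one of a family of major urinary protein genes with near-identical copies, so its reads could have been split among them. It was at 42.6 ± 24.1 CPM in WT mice (SD, n = 4) and 5.10 ± 3.05 CPM in SA/SA mice (SD, n = 4), a log2 fold change of -3.05 (standard error 0.52, adjusted p = 0.758). In mean log2 CPM, Plxna3 differed by -1.64 in the low series and by -1.95 in the high series, and Mup15 by -1.66 and -4.51. For each of the 2 genes the two-sided exact permutation test gave p = 0.0286. Both were called by DESeq2, with an adjusted p of 0.000368 for Plxna3 and 0.00129 for Mup15, whereas their adjusted p was at least 0.445 in the alternatives run with edgeR and limma-voom.

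Ppan (ENSMUSG00000004100), on chromosome 9 from 20888175 to 20892178, overlaps the small genes Gm23008 and Gm24067 on the same strand. It had a log2 fold change of 0.56 (standard error 0.30, adjusted p = 0.993). Mras (ENSMUSG00000032470), on chromosome 9 from 99385420 to 99437381, had a log2 fold change of 0.66 (standard error 0.30, adjusted p = 0.993). Both genotypes overlapped for each gene (two-sided exact permutation test, p = 0.314 for Ppan and p = 0.143 for Mras). In mean log2 CPM, Ppan differed by 0.85 in the low series and by 0.054 in the high series, and Mras by 0.96 and 0.24. Without SA/SA replicate 1, the log2 fold changes were 0.31 for Ppan and 0.48 for Mras. Cela2a (ENSMUSG00000058579), on chromosome 4 from 141814962 to 141826160, encodes a pancreatic elastase and overlaps Casp9 and Ctrc in the annotation. WT replicate 2 had 476 counts of Cela2a and the 7 other mice had between 2 and 21 counts. The log2 fold change of Cela2a was -3.27 (standard error 1.45, adjusted p = 0.993; two-sided exact permutation test, p = 0.743), and it was 0.66 without WT replicate 2. In mean log2 CPM, Cela2a differed by -0.95 in the low series and by -0.96 in the high series. DESeq2 gave no p for Cela2a.

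**Figure D3:**
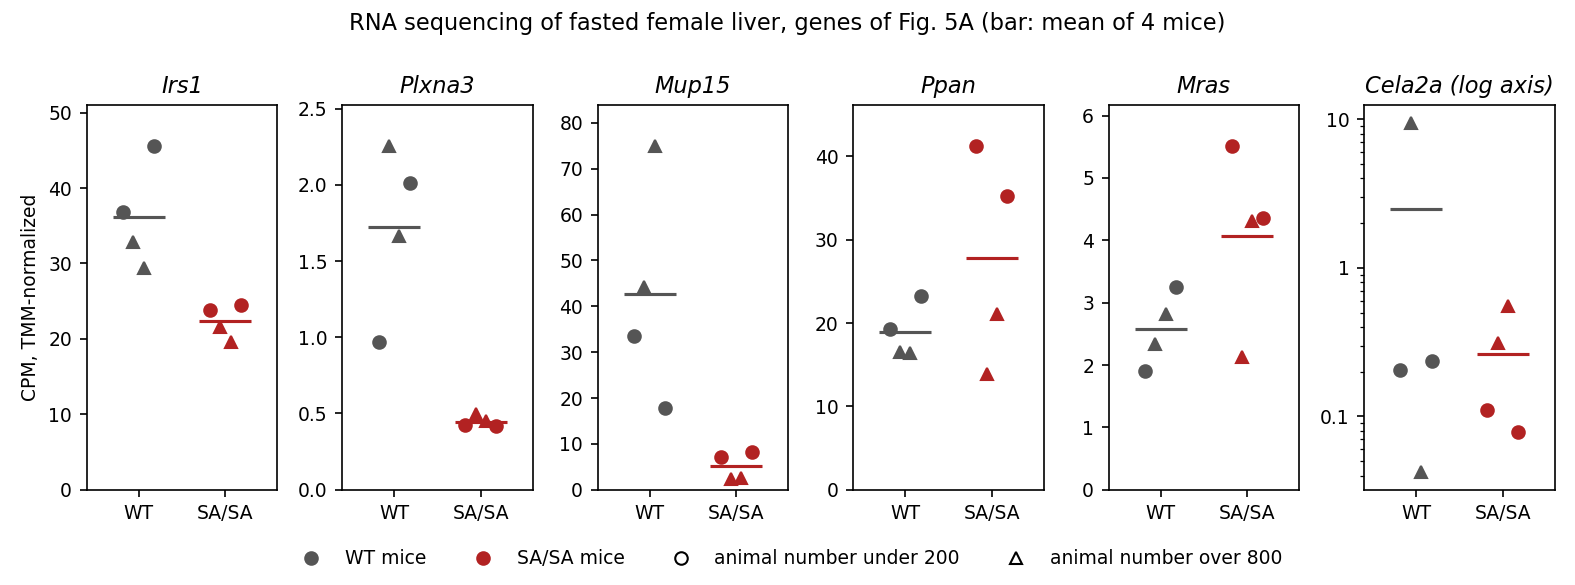
Expression in CPM of the 6 genes of Fig. 5A in each mouse, on a linear axis from 0 except for Cela2a, which has a log axis; bars are the mean of 4 mice, circles are animal numbers under 200 and triangles numbers over 800. Irs1, Plxna3 and Mup15 separate the genotypes, and 1 WT mouse holds the high value of Cela2a.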

**Figure 6.**
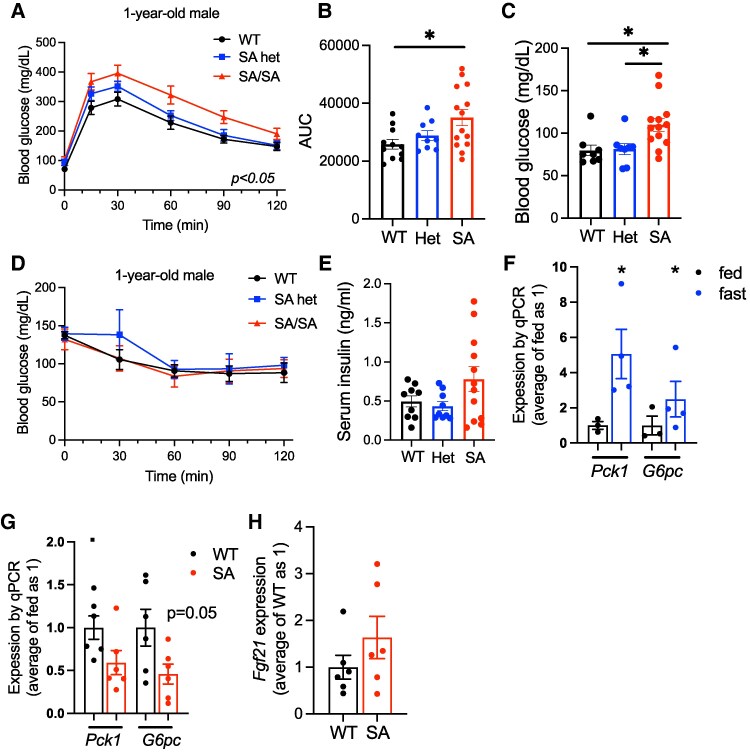
Glucose homeostasis and the expression of gluconeogenesis genes in the liver of 1-year-old PLIN5 SA/SA male mice. (A) Intraperitoneal glucose tolerance test compared male WT, SA het (het), and SA/SA (SA) mice at 1 year of age. (B) Area under the curve (AUC) of (A). (C) Fasting glucose of (A). (D) Intraperitoneal insulin tolerance test compared male WT, het, and SA mice at 1 year of age. (E) Serum insulin of 1-year-old male mice after overnight fasting. (A-E) n = 7-11 (WT), 3-9 (het), and 5-14 (SA). (F, G) qPCR compared the expression of *Pck1* and *G6pc* (F) in the liver of WT mice fasted overnight vs fed ad libitum, n = 3-4, and (G) 1-year-old WT vs SA male mice fasted overnight, n = 5-6. (H) qPCR compared the expression of *Fgf21* in the liver of 1-year-old WT vs SA mice fasted overnight. n = 6. Data are mean ± SEM. (A) Two-way ANOVA test. (B, C) *P < .05 by 1-way ANOVA with the Sidak multiple comparison test. (F, G) *P < .05 by the Student t test.

### Old Male SA/SA Liver did not Show Difference in Fgf21 Expression, OXPHOS Proteins, or Inflammatory Markers

With glucose intolerance seen in old SA male mice, we probed additional genes that potentially impact glucose tolerance and reported to be regulated by PLIN5 in other tissues and cultured cells. *Fgf21* is induced in the liver by fasting in a PPARa-dependent manner (34) and its increase is reported when PLIN5 is overexpressed in the heart and skeletal muscle (35, 36). However, *Fgf21* expression was not altered in the liver of SA/SA male mice compared with WT mice upon fasting (Fig. 6H). Mitochondrial mass/function and inflammation are other pathways reported to be regulated by PLIN5 and its phosphorylation (13, 14). There was no difference in OXPHOS proteins (Fig. S5A, B (27)) or expression of inflammatory genes *Il-1b* and *Ccl2* in the liver of fasted SA/SA male mice (Fig. S5C (27)). Collectively, the loss of S155 PLIN5 phosphorylation had limited impact on glucose tolerance, mitochondrial mass, or inflammation associated with fasting in the liver except for the reduced expression of IRS2 in male mice.

## Discussion

The major finding of the current study is that S155 PLIN5 phosphorylation has a limited role for the upregulation of lipid metabolism genes that are considered to play an important role for adapting lipid metabolism upon fasting in the liver. During fasting, the liver receives NEFAs released by adipocyte lipolysis and lipid metabolism changes drastically; the liver increases LD formation, upregulates FAO, and produces ketones. These changes heavily depend on a transcription factor PPARa (18). Upon fasting, PPARa in the liver is activated by several mechanisms, including the increased expression of PPARa, the activation of coactivators such as PGC1a, and better availability of NEFAs (18). PGC1a is an especially important coactivator for upregulation of FAO genes (18). Interestingly, PLIN5 is reported to be transported to nuclei upon phosphorylation at S155, where it increases transcription of PGC1a/PPARa genes by transporting FAs to nuclei and/or increasing PGC1a activity through SIRT1 (13, 14). In addition, PLIN5 phosphorylation has been shown to increase lipolysis, a process that supports PPARa activity, providing an additional mechanism by which PLIN5 phosphorylation may support transcription of PPARa target genes (37). Indeed, the expression of a number of PGC1a/PPARa target genes is shown to be regulated by PLIN5 phosphorylation in cultured cells: *CPT1a* (hepatocytes), *PGC1a* (hepatocytes, C2C12 myoblast), *PPARa* (hepatocytes), and *PLIN5* (C2C12 myoblast) (13, 14). Thus, we assessed the contribution of PLIN5 phosphorylation in the liver upon fasting as a physiological condition in which PPARa target genes are highly upregulated and cAMP is increased (18, 19). We confirmed that phosphorylated PLIN5 is increased in the liver upon fasting. However, genes proposed to be regulated through PGC1a/PPARa during fasting in the liver showed a limited change in the fraction of genes in SA/SA female mice, with little changes in male mice. 

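The genes regulated by PPARa were examined as a list in the RNA sequencing of female liver. Of 60 listed PPARa target genes, 59 were tested. Their median log2 fold change between SA/SA and WT mice was 0.0025, with 30 of 59 genes higher in SA/SA mice (adjusted p = 0.863 from camera on the edgeR fit with the preset correlation of 0.01, adjusted over 11 pathway lists). Within the animal series the list moved in opposite directions, and the spread lay in the SA/SA mice. The list mean, in log2 CPM relative to all mice, was 0.22 and 0.20 in SA/SA replicates 1 and 4. It was -0.13 and -0.35 in SA/SA replicates 2 and 3, and between -0.031 and 0.078 in the WT mice. In the low series the median difference was 0.18 with 50 of 59 genes higher in SA/SA mice, and in the high series it was -0.14 with 14 of 59 genes higher. The difference between the series, tested as an interaction, had an adjusted p of 8.05e-12 with camera and 0.0494 with fry, a rotation test that keeps the correlation between genes. The interaction had the same adjusted p of 0.0494 with fry for cholesterol synthesis, inflammatory genes and gluconeogenesis, and at least 0.503 for the 7 other pathway lists. Without SA/SA replicate 3, the list was called with a median of 0.075 (adjusted p = 0.00180), and without SA/SA replicate 1 its median was -0.065.

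Among the other pathway lists, 24 genes of cholesterol synthesis had a median log2 fold change of 0.73, with 23 genes higher in SA/SA mice (adjusted p = 4.67e-14). This median difference was 0.035 in the low series and 1.15 in the high series, and the median log2 fold change was 0.47 without SA/SA replicate 2. A list of 75 nuclear genes for subunits of oxidative phosphorylation (OXPHOS) had a median of 0.12, with 73 genes higher (adjusted p = 1.03e-08), and differed by 0.12 in the low series and 0.13 in the high series. Without WT replicate 4 the OXPHOS median was 0.060, and without WT replicate 2 it was 0.18. None of the 11 lists was called with fry or with an estimated correlation in camera, where the smallest adjusted p was 0.845 and 0.818 and 0 lists had an unadjusted p under 0.05. The 8 remaining lists had adjusted p between 0.102 and 0.863. Their median log2 fold changes were 0.064 for mitochondrially encoded subunits, 0.030 for inflammatory genes, 0.096 for gluconeogenesis, 0.038 for FOXO1 and insulin responsive genes, 0.021 for fatty acid synthesis, 0.088 for circadian clock genes, 0.0076 for female-biased genes and -0.087 for male-biased genes. Several of these medians were also made of opposite differences. Inflammatory genes differed by -0.25 in the low series, with 3 of 21 genes higher in SA/SA mice, and by 0.65 in the high series, with 16 of 21 higher (interaction adjusted p = 7.44e-07 with camera). Gluconeogenesis genes differed by -0.15, with 1 of 12 higher, and by 0.41, with 11 of 12 higher (interaction adjusted p = 4.42e-05 with camera). The corresponding medians were -0.12 and 0.36 for the clock list (interaction adjusted p = 0.0484 with camera), -0.12 and 0.14 for FOXO1 and insulin responsive genes, 0.12 and -0.020 for fatty acid synthesis and 0.053 and -0.067 for female-biased genes. With 1 mouse left out, some of the 8 lists were called. Male-biased genes were called without WT replicate 2 (median -0.24, adjusted p = 0.00676) and without SA/SA replicate 4 (median -0.16, adjusted p = 0.00200), and their median was -0.00018 without WT replicate 1. Female-biased genes were called without WT replicate 2 (median 0.16, adjusted p = 0.00737), inflammatory genes without SA/SA replicate 4 (median 0.11, adjusted p = 0.00885), and mitochondrially encoded subunits without WT replicate 3 (median 0.082, adjusted p = 0.0250) and without SA/SA replicate 3 (median 0.075, adjusted p = 0.0273).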

Targeted qPCR and unbiased RNA sequencing revealed little impact from the loss of S155 phosphorylation in the liver overall upon fasting, except for differential gene expression of *Irs1* in females and *Irs2* in males.

Several plausible explanations exist for the limited impact of S155 PLIN5 mutation on gene expression in the fasted liver. First, the availability of FAs as PPARa ligands might be maintained in SA/SA PLIN5 liver by mechanisms other than the transport of FAs by p-PLIN5. While a detailed kinetic study is beyond the scope of the current study, we did not observe significant changes in liver TGs. This indicates that there may not be a significant defect in lipolysis, even when PLIN5 phosphorylation is prevented in vivo. Besides PLIN5, chaperon-mediated autophagy of PLIN2 and PLIN3 could increase the access of PNPLA2 to LDs for lipolysis (38). The downregulation of *Pnpla3* during fasting (39) may increase the availability of ABHD5 to activate PNPLA2 independently from PLIN5. 17-βHSD13 also regulates PNPLA2-ABHD5 interaction as well in a PKA-dependent manner (40). Second, PGC1a/PPARa can be activated by mechanisms independent from FA availability and hepatic lipolysis. NAD^+^ and AMPK can activate PGC1a/PPARa and support the expression of target genes during fasting in the liver (41). While PNPLA2-dependent lipolysis is known to increase deacetylase activity of SIRT1 and activate PGC1a (16), SIRT1 can be directly phosphorylated by PKA as well (42). PPARa expression during fasting is upregulated by glucocorticoid that may play a dominant role in increasing transcription activity of PPARa (18). It also is plausible that other phosphorylation sites and post-translational modifications of PLIN5 compensate for the loss of S155 phosphorylation and maintain lipolysis and nuclear translocation. In the study of recombinant PLIN5 proteins, S161 and S163 were shown to be phosphorylated in addition to S155 (11). When S155A PLIN5 is overexpressed in the heart, there was an increase in S17 and S292 phosphorylation that may compensate for the loss of S155 phosphorylation (8). However, significant reduction of phosphorylated PLIN5 in the liver of SA/SA mice in Phos-Tag gel supports that S155 is the predominant site being phosphorylated in PLIN5 in vivo. In agreement, [^32^P] incorporation into recombinant PLIN5 was reduced in S155A mutant but not in S161A or S163A mutants incubated with catalytic subunit of PKA (11). Lastly, PLIN5 expression is highly upregulated in multiple tissues besides the liver upon fasting, including the heart, skeletal muscle, and pancreatic islets (5, 43). Thus, changes in lipid and glucose metabolism in other tissues might have secondary effects on the liver and eliminate the impact of the mutation in the whole-body SA/SA knock-in mice.

While PKA-dependent phosphorylation of PLIN5 is well established in cultured cell models, little is known about the extent by which PLIN5 phosphorylation changes in vivo when PKA is activated or PLIN5 expression level is increased physiologically. We utilized Phos-tag gel as a simple method to determine the proportion of phosphorylated PLIN5 in tissue protein lysates. Phos-tag gel of total liver lysate showed that the proportion of p-PLIN5/non-p-PLIN5 did not change when PLIN5 increases in the liver upon fasting or leptin deficiency, indicating that there is an increase in both phosphorylated and nonphosphorylated forms of PLIN5. In the heart, exercise significantly increased the proportion of p-PLIN5, indicating that the extent of PLIN5 phosphorylation differs dependent on tissues and context. As one proposed function of PLIN5 phosphorylation is to increase lipolysis to provide FAs for FAO, the precise regulation of FA substrate is likely more critical in the heart that primarily depends on FAO for energy production, leading to more dynamic regulation of PLIN5 phosphorylation. The difference in the proportion of phosphorylated PLIN5 may account for the extent and the direction of correlation between PLIN5 levels and PPARa target genes/mitochondrial function/FAO in different tissues. PLIN5 levels in the heart negatively correlate with mitochondria function, FAO, and PPATA/PGC1a target genes (44, 45), while a positive correlation is reported for skeletal muscle (46).

IRS2 was reduced both at mRNA and protein levels in the liver of fasted SA/SA male mice. IRS2 is considered to mediate insulin signaling primarily during fasting, while IRS1 plays a predominant role during refeeding (47). Transcriptional regulation plays an important role in increasing hepatic IRS2 expression during fasting. FOXO regulates IRS2 expression to create a feedback loop to support insulin signaling during fasting (48). Glucagon increases the CREB/CRTC2 complex and increases IRS2 expression, for which PGC1a appears to be required (48, 49). Further study is required determine whether p-PLIN5 interacts with known regulators of hepatic IRS2 expression or acts by a new mechanism during fasting in aged male mice.

Lipid and glucose homeostasis of SA/SA knock-in mice in the current study showed good agreement with mice in which SA PLIN5 was overexpressed in the liver using adenovirus-associated virus (AAV) in PLIN5 knockout mice (11). Similar to SA/SA mice, liver TG contents, TG secretion, plasma TGs, plasma FFAs, and plasma b-hydroxybutyrate were not altered in AAV-SA PLIN5 expressing PLIN5 knockout mice compared with AAV-WT PLIN5 expressing mice (11). Although lipolysis measured in liver slices ex vivo was lower in AAV-SA liver than in AAV-WT liver, the authors concluded that the overall impact of phosphorylation-resistant PLIN5 on hepatic lipid homeostasis is limited (11). Interestingly, AAV-SA PLIN5 expressing PLIN5 knockout mice showed elevated blood glucose at oral GTT compared with AAV-WT PLIN5 expressing male mice, which was associated with lower glucose-stimulated insulin secretion (11). Aged SA/SA male mice in the current study showed mild elevation in fasting glucose and elevated glucose at the intraperitoneal GTT performed after overnight fasting. As the ITT did not differ between SA/SA and WT mice, it is plausible that the glucose intolerance of SA/SA male mice is due to impaired insulin secretion. However, the serum insulin level was not reduced when fasting glucose was elevated in SA/SA mice in our study. Also, the ITT was performed after short fasting to keep blood glucose levels at time 0, which might limit the effect of SA PLIN5. Further studies are required to determine whether the reduced hepatic IRS2 level is sufficient to explain glucose intolerance or other mechanisms exist for the dysregulation of glucose homeostasis in aged SA/SA male mice.

The current study has several limitations. In LC-MS/MS analysis of semipurified LD fractions of the liver, overnight fasting increased phosphorylation of PLIN5 peptide containing S155 but not that of nonphosphorylated peptide. In comparison, both phosphorylated and nonphosphorylated PLIN5 increased after fasting in total liver lysate using a Phos-Tag gel. Fasting increases PLIN5 in the non-LD fraction, so non-p-PLIN5 may be preferentially distributed to non-LD fractions. Thus, further studies could address p-PLIN5/non-p-PLIN5 in different fractions, including the nuclear fraction. It also important to note that RNA sequencing was performed using female mice, since female mice are reported to show more changes in hepatic gene expression upon fasting (32). It is possible that RNA sequencing of SA/SA male liver may yield additional genes that are differentially regulated. Nevertheless, qPCR and Western blot did not reveal the major impact of SA/SA PLIN5 mutation on previously characterized PGC1a/PPARa targets important for FAO and mitochondrial mass in the liver. 

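The sex of the 8 mice was checked in the counts. Xist, which is transcribed from the inactive X chromosome of females, was between 426 and 696 CPM in all 8 libraries. The Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 0 counts in 7 libraries and 1 count in SA/SA replicate 4, at total counts of at least 39709785.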

Although the impact of SA/SA knock-in is limited in fasted liver, it remains to be determined whether p-PLIN5 is required in other tissues and in a different context, especially in a tissue like the heart where the proportion of p-PLIN5 can be dynamically regulated. As sexual dimorphism exists in many genes, it requires further studies to address why hepatic *Irs1* and *Irs2* expression was differentially regulated between male and female SA/SA mice. Also, further studies are required to determine whether the subtle difference in lipid metabolism genes observed in female mice is unique to females or whether it can be detected when a larger number of male mice of a similar age are analyzed.

## Conclusion

Despite p-PLIN5's activity as a nuclear transcriptional regulator in cultured cells, PLIN5 SA/SA knock-in mice indicated that S155 phosphorylation has a limited contribution in females and is dispensable in males for the upregulation of lipid metabolism genes during the fasted state in vivo. Impairing phosphorylation also had little effect on serum lipids or liver TGs. However, SA/SA male mice showed decreased IRS2 expression in the liver, which may explain glucose intolerance in SA/SA male mice.

## Data Availability

Data will be made available on request to the corresponding author.

## Abbreviations

8-Br-cAMP: 8-bromoadenosine 3′,5′-cyclic monophosphate
AAV: adenovirus-associated virus
ABHD5: abhydrolase domain containing 5
ANOVA: analysis of variance
DMEM: Dulbecco’s modified Eagle’s medium
FA: fatty acid
FAO: fatty acid oxidation
GTT: glucose tolerance test
IP: immunoprecipitation
IRS1: insulin receptor substrate 1
IRS2: insulin receptor substrate 2
ITT: insulin tolerance test
LC-MS/MS: liquid chromatography tandem mass spectrometry
LD: lipid droplet
NEFA: nonesterified fatty acid
PGC1a: peroxisome proliferator–activated receptor-gamma coactivator
PKA: protein kinase A
PLIN1-5: perilipin 1-5
PNPLA2: adipose triglyceride lipase
PPARa: peroxisome proliferator–activated receptor alpha
RIN: RNA integrity number
SEM: standard error of mean
SIRT1: sirtuin 1
TG: triglyceride
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

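RNA sequencing was analysed for the liver of 4 WT and 4 SA/SA female mice, 4 months old and fasted overnight, with 1 library per mouse. The authors deposited estimated counts per gene, made with salmon and scaled for differences in average transcript length between samples, without normalization for library size. The salmon version, genome build, annotation release and use of strand in the counting are not named in the paper's text or in the table. Each column of the table was matched to a mouse by the animal number in its label. The labels name liver as the tissue and hepatocytes as the cell type, while the paper's text names liver only, and the values are read as whole liver. The total count per library was between 39709785 and 54540864. Length scaling by the authors can change a gene's count where its isoforms differ between mice, and reads of near-identical genes were divided by salmon's model.

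The estimated counts were rounded to whole numbers. Genes were kept with filterByExpr, which left 14629 of 45706 genes, and SA/SA mice were compared with WT mice by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM normalization, with all 8 mice, no block and Benjamini-Hochberg adjustment. CPM values use TMM-normalized library sizes, and log2 CPM uses a prior count of 2. Standard errors of log2 fold changes were obtained from the F statistic. Single genes were also compared by a two-sided exact permutation test of log2 CPM, whose smallest p with 4 mice against 4 is 0.0286. Gene lists (11 of pathways, 9 of cell types) were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry. The pathway lists were PPARa targets, nuclear and mitochondrially encoded OXPHOS subunits, inflammatory genes, gluconeogenesis, FOXO1 and insulin responsive genes, fatty acid and cholesterol synthesis, circadian clock genes, and female-biased and male-biased liver genes. The cell lists were pancreatic acinar cells, red blood cells, adipocytes, skeletal muscle, Kupffer cells and macrophages, cholangiocytes, endothelial cells, stellate cells and lymphocytes. The list of skeletal muscle had too few genes with counts to be tested. Pck1 is on 3 lists (gluconeogenesis, FOXO1 and insulin responsive genes, adipocytes), and Acot3, Plin4, G6pc and Ppargc1a are on 2 lists each.

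The gene lists, the alternatives and the rule for the genes named in the text were written before the data were examined. The rule gave Plin5, the genes of Fig. 5A, the genes the paper measured by qPCR in female liver, every gene at an adjusted p under 0.05 (there was none), and, of the remaining genes at an unadjusted p under 0.001, up to 2 with the smallest p that rose and 2 that fell. Members of a called list could be named as well. Gene coordinates are those of GENCODE release M21 (GRCm38), matched by gene identifier.

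The alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors inside edgeR, library size alone, scaling without the 50 most abundant genes, 3 other filters on low counts, a robust fit, a block for the replicate number, a block for the animal series, leaving out each mouse in turn, and for lists an estimated correlation and fry. No 2 libraries were copies of each other: the most similar pair still differed by a chi-square of 41.2 per gene, where sampling noise alone gives about 1. The tests were checked on simulated counts with 200 changed genes, each with a mean of at least 50 counts. In these, edgeR called 50 of 50 genes changed 8-fold and 6 of 14429 unchanged genes. Splits of the 8 mice into other groups of 4 were fitted with edgeR and DESeq2, 35 in all. Other measurements of the paper (qPCR, Western blot, mass spectrometry, male mice) were not analysed here. The genes with the smallest adjusted p in the test of the interaction with the animal series are not reported here.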

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

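The tests of a shift shared by all SA/SA mice, of clock phase, of fasting, of the plasma cell genes and of the number of called cell lists were chosen only after the result was seen.

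Single mice far from the rest of their group were searched for in 62 groups of 4, and 3 were found, where chance gives about 3. Acot1 was at 189 CPM in WT replicate 1 and between 433 and 496 CPM in the 3 other WT mice. G0s2 was at 573 CPM in SA/SA replicate 2 and between 634 and 646 CPM in the 3 other SA/SA mice. The mean of the lymphocyte marker genes, in log2 CPM relative to all 8 mice, was 2.30 in SA/SA replicate 3 and between -0.25 and -0.051 in the 3 other SA/SA mice. For Acot1 and G0s2 no explanation was tested, and their number is what chance gives.

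The paper reports 2 inflammatory genes in male liver, and no lymphocyte genes. The 13 lymphocyte markers tested had a median log2 fold change of 0.96 with all 13 higher in SA/SA mice. The list was called with the preset correlation (adjusted p = 1.31e-07) and not with fry (adjusted p = 0.719). Without SA/SA replicate 3, the median was 0.16. The median difference was 0.11 in the low series and 1.03 in the high series, which holds this mouse. Of the 35 splits of the mice into 4 and 4, 5 gave a median as large, so chance alone could give it. Immunoglobulin transcripts of plasma cells moved most, with log2 fold changes of 4.96 for Ighm, 4.41 for Igkc and 3.71 for Jchain, which were named after their values were seen. The 6 T and NK genes had a median of 0.85 and were all higher, against 1.07 for the 7 genes of the B lineage. Whether immunoglobulin transcripts alone make up the pattern cannot be told apart from a rise of all lymphocytes, because 1 mouse carries most of it.

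Other cell marker lists were called with the preset correlation and not with fry or the estimated correlation. Kupffer cells and macrophages had a median log2 fold change of 0.20, stellate cells of -0.42, red blood cells of -0.48 and endothelial cells of -0.20. Not called were cholangiocytes (-0.16), adipocytes (-0.074) and the 3 acinar genes tested (-1.21). The acinar list was called with DESeq2 (median -5.11, adjusted p = 6.68e-50), with at least 1 count in some sample (-4.92, adjusted p = 3.92e-07) and with a mean of at least 50 counts (-6.45, adjusted p = 0.0215), and its median was 0.66 without WT replicate 2. Cholangiocytes were called without WT replicate 1 (-0.33, adjusted p = 0.00235). Of the 35 splits, 11 gave 5 or more called cell lists. A grouping of the mice by chance is therefore a candidate explanation. With 1 mouse left out, the Kupffer and macrophage median reached 0.48 (without WT replicate 4) and the stellate median -0.55 (without SA/SA replicate 3). The red blood cell median reached -0.74 and the endothelial median -0.29, both without WT replicate 1. Without SA/SA replicate 2, the Kupffer and macrophage median was 0.034 and the stellate median -0.23. Without WT replicate 4, the red blood cell median was -0.049 and the endothelial median -0.037. None of these 4 was called. Without WT replicate 2, the Kupffer and macrophage (0.11), red blood cell (-0.47) and endothelial (-0.21) lists were not called either, nor was the red blood cell list without SA/SA replicate 3 (-0.45) or the endothelial list without SA/SA replicate 2 (-0.15). The Kupffer and macrophage list differed by -0.40 in the low series and by 0.83 in the high series. The corresponding medians were -0.12 and -0.67 for stellate cells, -0.050 and -0.48 for red blood cells and -0.15 and -0.20 for endothelial cells.

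The paper does not discuss cholesterol synthesis. The list of 24 genes had a median log2 fold change of 0.73. A trend with GC content and transcript length is argued against, since after its removal the median was 0.71. The median difference was 0.035 in the low series and 1.15 in the high series, where all 24 genes were higher. The interaction had an adjusted p of 4.17e-30 with camera and 0.0494 with fry. Its median was 1.19, but some other ways to part each genotype into 2 and 2 gave medians further from 0. Examples were 1.62 (WT replicates 1 and 2 with SA/SA replicates 1 and 4) and -2.04 (WT replicates 1 and 4 with SA/SA replicates 2 and 3). The size of the interaction therefore does not set the animal series apart. As 2 mice against 2 make up each series, whether a shift is shared by all 4 SA/SA mice stays open. Without SA/SA replicate 2, the median was 0.47. The number of splits with a median as large was 10 of 35, the animal series among them with 1.13. All of these but the genotype parted the series unevenly, so this count includes the difference between the series. Among splits with 2 mice of each series in each group, the genotype gave the largest median. The next was 0.728 (WT replicate 1 and SA/SA replicates 2, 3 and 4 against the rest), so a grouping by chance is not excluded. Clock phase and completeness of the fast stay open. Within the high series the clock index (mean log2 CPM of Dbp, Tef, Hlf, Per1, Per2, Per3, Nr1d1, Nr1d2, Ciart, Usp2 and Bhlhe41 minus that of Arntl, Clock, Npas2, Nfil3 and Cry1) was 1.07 higher in SA/SA than in WT mice, but WT replicate 2 had an index of 1.94 with a cholesterol list mean of 0.11, against 1.41 and 1.27 in SA/SA replicate 2. With a less complete fast, genes that fasting induces would be lower. In the high series the PPARa target list was lower in SA/SA mice, by a median of -0.14, while the gluconeogenesis list was higher, by 0.41, and the SREBP1 list of fatty acid synthesis differed by -0.020. In the gluconeogenesis list 11 of 12 genes were higher. Of its genes that the paper reports as raised by fasting in WT liver, G6pc differed by -0.60 and Pck1 by 0.0053. These values point in different directions and rest on 2 mice against 2. A dependence on genotype is not excluded.

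The paper reports OXPHOS proteins in male liver, and not these genes in females. Nuclear OXPHOS subunit genes had a median log2 fold change of 0.12, with 73 of 75 genes higher and similar values in both series. Without WT replicate 4 the median was 0.060, and without WT replicate 2 it was 0.18. Short transcripts were higher in SA/SA mice across genes (Spearman's rho of -0.25 with transcript length over 14569 genes, which are not independent). After the trend with GC content and length was removed, the median was 0.072 and the list was still called with the preset correlation (adjusted p = 7.72e-06), so this trend is not the whole of the pattern. Of the 35 splits, 8 gave a median as large, but most of these parted the animal series unevenly. Among splits with 2 mice of each series in each group, WT replicates 1 and 2 with SA/SA replicates 2 and 4 gave 0.118. WT replicates 1, 3 and 4 with SA/SA replicate 3 gave 0.117. A grouping by chance is therefore not excluded.

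In WT replicate 2, the acinar marker genes of the pancreas summed to 4236 counts, against 206 to 333 counts in the 7 other mice. Besides Cela2a (476 counts), 28 of 30 acinar genes with counts had their highest count in this mouse, the exceptions being Amy2a1 and Amy2a5. Among the most abundant, Ctrb1 had 400 counts there and at most 13 elsewhere, Cpa1 215 counts and at most 4, Cela3b 167 counts and 0, and Pnlip 163 counts and 0. The amylase genes Amy2a2, Amy2a3 and Amy2a4, near-identical copies that share reads, had 410, 398 and 392 counts there and 0 elsewhere. Of the 31 acinar genes with counts, 3 had counts in all 8 livers (Cela1, Ctrl and Cela2a), and the paper picked Cela2a from these mice. A candidate source is a small amount of pancreatic tissue taken with this liver. It would also account for the value of Cela2a, whose log2 fold change turned from -3.27 to 0.66 without WT replicate 2. A biological explanation was not tested.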

How the results depend on the processing

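The alternatives were set in advance, except DESeq2 without its Cook's distance filter, which was chosen after seeing the data. Among 19 alternatives, the number of genes at an adjusted p under 0.05 was 0 in all but DESeq2, which gave 7, and the number under 0.1 was 0 in all but DESeq2, which gave 9. Without its Cook's distance filter, DESeq2 gave 27 genes under 0.05. The cause was not tested, but in the simulated counts DESeq2 called 38 of 14429 unchanged genes and edgeR 6, while of the changed genes DESeq2 called 18 of 50 at 1.5-fold and 37 of 50 at 2-fold, against 8 and 26 with edgeR. At an unadjusted p under 0.05, the fits that each left out one mouse gave from 357 to 894 genes, against 497 with all mice. The count of 0 lipid metabolism genes, adjusted over all genes, held in all alternatives. Adjusted over the list alone, Plin5 passed without SA/SA replicate 3 (adjusted p = 0.0113) and no gene passed in the other alternatives. Irs1 kept its direction and did not pass an adjusted p of 0.05 in any alternative set in advance. Its log2 fold change ran from -0.73 to -0.67 across the settings with all mice and from -0.78 to -0.56 across the 8 fits that each left out one mouse.

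Several log2 fold changes reversed, none past the threshold. Acot1 was at -0.12 with limma-voom, -0.13 with the replicate block and -0.18 with the animal series block. Plin2 was at -0.022, -0.018 and -0.015 in the same settings. With one mouse left out, Cela2a ran from -3.88 to 0.66, Ppargc1a from -0.51 to 0.59, Ppara from -0.11 to 0.050, Cpt1a from -0.049 to 0.13, Acot1 from -0.32 to 0.32, Plin2 from -0.16 to 0.25, Acsl1 from -0.30 to 0.075, Irs2 from -0.89 to 0.00087 and Pck1 from -0.23 to 0.10. For Cela2a the reversal came without WT replicate 2, the mouse in which 28 of 30 other acinar genes had their highest count. For the other genes the causes were not tested. Some alternatives gave no value: the filter of at least 10 counts in every sample left out Cela2a, Gm27177, Eya4 and the acinar list, the filter of a mean of at least 50 counts left out 5830444B04Rik, Gm27177 and Eya4, and DESeq2 gave Cela2a a log2 fold change without a p.

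The median of the PPARa target list was -0.029 with limma-voom, -0.025 with library size only, -0.030 with the replicate block and -0.034 with the animal series block, and from -0.065 to 0.075 with one mouse left out, where only the fit without SA/SA replicate 3 was called. The inflammatory list was at -0.013 with DESeq2, -0.0075 with library size only, -0.018 with at least 1 count in some sample, -0.017 with at least 10 counts in every sample and -0.012 with a mean of at least 50 counts. The SREBP1 list was at -0.019 with library size only and -0.0037 with the animal series block, the clock list at -0.043 with that block, and the female-biased list at -0.040 with library size only. With one mouse left out, medians ran from -0.068 to 0.13 for inflammatory genes, -0.0043 to 0.19 for gluconeogenesis, -0.094 to 0.064 for FOXO1 and insulin responsive genes, -0.048 to 0.071 for SREBP1, -0.033 to 0.26 for clock genes, -0.076 to 0.16 for female-biased genes, -0.24 to -0.00018 for male-biased genes, 0.022 to 0.11 for mitochondrially encoded subunits, -1.59 to 0.66 for acinar genes, -0.13 to 0.088 for adipocytes and -0.33 to 0.0039 for cholangiocytes. The acinar list reversed without the same WT replicate 2, and for the other lists the causes were not tested.

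The acinar list, at -1.21, was at -5.11 with DESeq2, -4.92 with at least 1 count in some sample and -6.45 with a mean of at least 50 counts, and was called in these 3 settings, whose filters differ and in which genes with 0 counts in most mice can enter the list.

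The cholesterol synthesis list, with a median of 0.73, and all other called lists were no longer called with the estimated correlation or fry, which gave 0 pathway lists and 0 cell lists in place of 2 and 5, with 0 lists at an unadjusted p under 0.05. The preset correlation of 0.01 leaves out most of the correlation between genes, which these tests keep. With one mouse left out, 2 to 4 pathway lists and 2 to 6 cell lists were called, and the cholesterol list, from 0.47 to 0.91, was called in each of these fits. Besides the losses with these 2 tests, 12 other changes of a gene or list lost a call and 14 gained one.

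The replicate numbers were checked for pairing. The deviations from the group means correlated across genes at 0.0565, 0.166, -0.111 and 0.129 for the WT and SA/SA mice numbered 1 to 4, so the numbers are not treated as pairs. With a replicate block, 0 genes passed an adjusted p of 0.05 (579 at an unadjusted p under 0.05), and the log2 fold change of Irs1 was -0.68. With a block for the animal series there were 0 genes and 621 at an unadjusted p under 0.05.

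The biological coefficient of variation common to all genes was 26.4%. Irs1 rests on 740 to 2306 counts per mouse, where counting error is small beside this spread, and Plxna3 on 17 to 113 counts, where counting error adds to it.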

Differences from the paper's values

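The paper's values are those of Fig. 5A, read by eye. The paper lists about 2 genes at an adjusted p under 0.05 and about 6 genes under 0.1 (Fig. 5A, read by eye), against 0 and 0 here. Of the alternatives set before the data were examined, DESeq2 gave 9 genes under 0.1, within 1.5 times of the paper's number, and 7 genes under 0.05, which is not. All other alternatives gave 0 and 0. The 9 genes include Irs1, Plxna3 and Mup15 of the paper's list.

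For Irs1, the paper's adjusted p is about 0.0031 (Fig. 5A, read by eye) and the value here is 0.993. For Plxna3 the paper gives about 0.049 against 0.758, for Mup15 about 0.051 against 0.758, for Ppan about 0.052 against 0.993, for Mras about 0.061 against 0.993 and for Cela2a about 0.075 against 0.993 (Fig. 5A, read by eye). None of the alternatives set before the data were examined that gave an adjusted p came within 1.5 times of any of these 6 values. DESeq2 called Plxna3 (adjusted p = 0.000368) and Mup15 (adjusted p = 0.00129) at 0.05, and Irs1 (adjusted p = 0.0870) at 0.1. DESeq2 without its Cook's distance filter, which was chosen after seeing the values, gave Irs1 an adjusted p of 0.0305. No setting called Ppan or Mras, whose smallest adjusted p over the alternatives were 0.854 and 0.821. For Cela2a, DESeq2 gave no p and the filter of at least 10 counts in every sample left the gene out. The other alternatives did not call it, with a smallest adjusted p of 0.801.

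The log2 fold change of Mras is about 1.0 in the paper (Fig. 5A, read by eye) and 0.66 here with a standard error of 0.30. Among the alternatives set before the data were examined, those without WT replicate 3, without WT replicate 4 and without SA/SA replicate 2 gave 0.71, 0.79 and 0.88, within the standard error of the paper's value, and the 16 others did not. The log2 fold changes of the other 5 genes differed from the paper's by less than their standard error.

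The paper ranks Irs1 first in its list. Here Irs1 ranked 9 by p, and it ranked 1 with the replicate block and with the animal series block. With 1 mouse left out, its rank ran from 3 (without WT replicate 3) to 27 (without WT replicate 1). The paper's legend names Irs2 beside Irs1 as differentially expressed. Its text reports lower Irs2 by qPCR in old SA/SA males and no reduction in females. In the female livers here, Irs2 was not called either (adjusted p = 0.993 from edgeR's quasi-likelihood test).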

Other observations

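The tests of the number of called lists, the clock genes, Ppan and Mras, the Mup genes, the substrain genes and Zbed6 were chosen only after the result was seen.

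Many other groupings of the same mice gave as many genes as the genotype. Of the 35 splits of the 8 mice into 4 and 4, 21 of 35 gave at least 497 genes at an unadjusted p under 0.05, and 21 of 35 gave at least the 7 genes of DESeq2, the genotype included. The count of 0 genes at an adjusted p under 0.05 tests nothing in this way, since 35 of 35 splits must give at least 0. The animal series gave 12 genes with edgeR and 369 with DESeq2. The comparison of SA/SA with WT mice within series (animal series block) gave 0 genes, with 621 at an unadjusted p under 0.05. For lists, 32 of 35 splits gave 2 or more called pathway lists with the preset correlation. For Irs1 alone, 1 of 35 splits, the genotype itself, gave so small a p. The paper chose Irs1 from these same mice, so this count is not independent evidence, and for Irs1 an effect of genotype cannot be told apart from chance here.

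The mice of the 2 animal series may have been at different phases of the circadian clock. With the genotype as a block, all 16 clock genes moved in the direction of their phase group: 11 genes such as Dbp (log2 fold change of the high against the low series 2.99, standard error 0.39, adjusted p = 0.0618) were higher in the high series, and 5 genes such as Arntl (-2.21, standard error 0.40, adjusted p = 0.108) were lower. The median of the clock list was largest for the animal series, in 1 of 35 splits. A different time of harvest is a candidate explanation that the 16 genes fit, and the labels give no time of harvest. The mice within a series were not alike in the clock index given above. It was -0.11 in WT replicate 1 of the low series and -0.090 in WT replicate 3 of the high series. The other mice were between -2.69 and -0.90 in the low series and between 1.41 and 2.58 in the high series. A phase shared by all mice of a series is therefore not shown. In the number of genes at an adjusted p under 0.05, 2 of 35 splits gave at least the 12 genes of the series, the other being WT replicates 1 and 2 with SA/SA replicates 2 and 3 against the rest, with 38 genes, so a chance split is not excluded by this count. With the genotype as a block, 0 genes passed 0.05 and 38 passed 0.1, with 1877 at an unadjusted p under 0.05. The first principal component of log2 CPM held 27.2% of the variance, and SA/SA replicates 2 and 3 lay at its end, at 34.5 and 54.4, against 7.59 or less in the 6 other mice.

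The near-zero change of PPARa target genes was made of opposite differences in the 2 series, 0.18 in the low and -0.14 in the high series. As an interaction the median was -0.30. The inflammatory and gluconeogenesis lists moved the other way, with interaction medians of 0.70 and 0.69. Of the 18 ways to part each genotype into 2 and 2, 2 gave an interaction of the list as large, and 4 gave as many genes at an unadjusted p under 0.05 as the 1622 of the animal series (0 genes at an adjusted p under 0.05). With 18 ways the share cannot fall under 0.05, so these 2 counts decide nothing. The interaction of the list passed its own test (adjusted p = 8.05e-12 with camera and 0.0494 with fry), narrowly with the test that keeps the correlation between genes. Ways that parted SA/SA replicates 1 and 4 from 2 and 3 gave medians from -0.30 to -0.21 or from 0.29 to 0.35. This held for each way to part the WT mice. The other ways gave medians between -0.15 and 0.11. The interaction of the list is therefore a difference between SA/SA replicates 1 and 4 and replicates 2 and 3. Whether this difference depends on the series or on these mice stays open. A larger set of mice with recorded harvest times would be needed to test whether the effect of the S155A change on PPARa targets may depend on clock phase. Of the members of the PPARa target list that the paper measured by qPCR in female liver, Acot1, Plin2 and Acsl1 moved with the list. Cpt1a moved the other way (-0.14 in the low and 0.23 in the high series), and Plin5, Pnpla2 and G0s2 were higher in both series. Ppan and Mras were higher mainly in the low series. Ppan differed by 0.054 and Mras by 0.24 in the high series, and 2 mice against 2 cannot show whether a shift is shared by all SA/SA mice.

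Of 18 Mup genes tested, 17 were lower in SA/SA mice, with a median log2 fold change of -1.01. Reads moved from Mup15 and Mup17 to their paralogs would leave the others higher. The other Mup genes together were lower, by -0.63 on the log2 scale (two-sided exact permutation test, p = 0.114), at 2453 ± 490.2 CPM in WT and 1633 ± 589.6 CPM in SA/SA mice (SD, n = 4 each). The genotypes overlapped, so the sharing of reads could not be excluded for Mup15 itself.

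The remaining genes chosen by rank were Gm27177, Eya4 and 5830444B04Rik. Gm27177, annotated antisense to Loxl2 and Entpd4b on chromosome 14 of GRCm38 from 69582164 to 69683286, had 35 to 97 counts in WT mice and 3 to 8 counts in SA/SA mice (log2 fold change -3.08, standard error 0.48, adjusted p = 0.758). A strain variant between C57BL/6J and C57BL/6N is a candidate explanation. The 4 substrain genes with counts (Nnt, Wdfy1, Entpd4, Ide) overlapped between the genotypes, but Entpd4b itself was not analysed here, so a local variant stays open. Eya4 had 10 to 14 counts in WT mice and at most 2 counts in SA/SA mice, at least 2.87-fold lower against a floor of 3 counts (adjusted p = 0.993). 5830444B04Rik, which overlaps Cfap74 on the opposite strand, had a log2 fold change of 2.01 (standard error 0.42, adjusted p = 0.993). Use of strand in the counting is not stated for these antisense genes.

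The gene with the smallest p in DESeq2 was Zbed6, named after its value was seen, which lies within Zc3h11a. It had 478 and 216 counts in WT replicates 1 and 3 and 0 counts in the 6 other mice, while Zc3h11a had 2703 to 5036 counts in all mice. This all-or-none pattern is consistent with reads assigned to either of 2 overlapping genes.

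G6pc was at 311 ± 107 CPM in WT mice and 184 ± 23.2 CPM in SA/SA mice (SD, n = 4 each), a log2 fold change of -0.75 (standard error 0.22, adjusted p = 0.993), with every SA/SA mouse below every WT mouse (adjusted p at least 0.576 over the alternatives; two-sided exact permutation test, p = 0.0286). The paper reports no change of this gene by qPCR in female liver. The difference was -0.80 in the low and -0.60 in the high series. Pck1 had a log2 fold change of -0.074 (standard error 0.22, adjusted p = 0.996).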
